# Paternal phthalate exposure-elicited offspring metabolic disorders are associated with altered sperm small RNAs in mice

**DOI:** 10.1016/j.envint.2023.107769

**Published:** 2023-01-23

**Authors:** Jingwei Liu, Junchao Shi, Rebecca Hernandez, Xiuchun Li, Pranav Konchadi, Yuma Miyake, Qi Chen, Tong Zhou, Changcheng Zhou

**Keywords:** Phthalate, Paternal exposure, Transgenerational inheritance, Metabolic disease, Sperm small non-coding RNA, PANDORA-seq

## Abstract

Exposure to ubiquitous plastic-associated endocrine disrupting chemicals (EDCs) is associated with the increased risk of many chronic diseases. For example, phthalate exposure is associated with cardiometabolic mortality in humans, with societal costs ~ $39 billion/year or more. We recently demonstrated that several widely used plastic-associated EDCs increase cardiometabolic disease in appropriate mouse models. In addition to affecting adult health, parental exposure to EDCs has also been shown to cause metabolic disorders, including obesity and diabetes, in the offspring. While most studies have focused on the impact of maternal EDC exposure on the offspring’s health, little is known about the effects of paternal EDC exposure. In the current study, we investigated the adverse impact of paternal exposure to a ubiquitous but understudied phthalate, dicyclohexyl phthalate (DCHP) on the metabolic health of F1 and F2 offspring in mice. Paternal DCHP exposure led to exacerbated insulin resistance and impaired insulin signaling in F1 offspring without affecting diet-induced obesity. We previously showed that sperm small non-coding RNAs including tRNA-derived small RNAs (tsRNAs) and rRNA-derived small RNAs (rsRNAs) contribute to the intergenerational transmission of paternally acquired metabolic disorders. Using a novel PANDORA-seq, we revealed that DCHP exposure can lead to sperm tsRNA/rsRNA landscape changes that were undetected by traditional RNA-seq, which may contribute to DCHP-elicited adverse effects. Lastly, we found that paternal DCHP can also cause sex-specific transgenerational adverse effects in F2 offspring and elicited glucose intolerance in female F2 descendants. Our results suggest that exposure to endocrine disrupting phthalates may have intergenerational and transgenerational adverse effects on the metabolic health of their offspring. These findings increase our understanding of the etiology of chronic human diseases originating from chemical-elicited intergenerational and transgenerational effects.

## 1. Introduction

Numerous endocrine disrupting chemicals (EDCs) that are used in plastic production have become a significant health concern (Eriksen et al., 2014; Seltenrich, 2015). Plastic base chemical bisphenol A (BPA), and many phthalate plasticizers, are associated with increased metabolic disease risk in humans (Helsley and Zhou, 2017; Lang et al., 2008; Lind and Lind, 2012; Lind and Lind, 2011; Melzer et al., 2012; Melzer et al., 2010; Olsen et al., 2012; Trasande et al., 2022; Vom Saal and Myers, 2008). The adverse health effects of BPA have been extensively studied, and phthalate exposure has also been shown to be associated with increased cardiometabolic disease risk and mortality in humans, with societal costs ~$39 billion/year or more (Casals-Casas and Desvergne, 2011; Halden, 2010; Lind et al., 2012; Trasande et al., 2022; Wu et al., 2021). However, the mechanisms by which exposure to those endocrine disrupting phthalates influences cardiometabolic disease are not well understood.

In addition to affecting adult health, parental exposure to a wide range of environmental toxicants including plastic-associated EDCs can cause metabolic disorders, including obesity and diabetes, and these metabolic disease risks can be transmitted to their offspring (Heindel and Blumberg, 2019; Lee and Blumberg, 2019; Sales et al., 2017). Studies from worm to mammal suggest environmental stress-induced phenotypes can be “memorized” in the germline and transmitted to future generations (Daxinger and Whitelaw, 2012; Heard and Martienssen, 2014; Lane et al., 2014; Ost et al., 2014). Most data are obtained from the impact of maternal exposure on the offspring health. For example, we previously provided the first evidence that maternal murine exposure to BPA exacerbates atherosclerosis in their adult offspring (Sui et al., 2018). However, emerging evidence suggests epigenetic inheritance can also occur between father and offspring. A subsequent wave of research searches for sperm regulatory factors that could relay this transmission of phenotype in a non-DNA sequence-based manner (Chen et al., 2016). We and others have recently demonstrated that sperm small non-coding RNAs (sncRNAs) including rRNA-derived small RNAs (rsRNAs) and tRNA-derived small RNAs (tsRNAs) form the ‘sperm RNA code’ to carry important epigenetic information that can induce intergenerational transmission of paternally acquired metabolic disorders (Chen et al., 2016; Sarker et al., 2019; Zhang et al., 2019; Zhang et al., 2018).

Compared to other well-studied sncRNAs (e.g., microRNAs or miR-NAs), many tsRNAs and rsRNAs have RNA modifications from their precursors and may show different RNA termini due to cleavage by different RNase (Phizicky and Hopper, 2010; Schimmel, 2018; Sergiev et al., 2018; Shi et al., 2021; Shi et al., 2022). When performing RNA-seq analysis for highly modified sperm sncRNAs, certain RNA modifications (including RNA methylations and terminal RNA modifications) can interfere with the cDNA library construction process (Cozen et al., 2015; Honda et al., 2015; Zheng et al., 2015), which prevents discovery of highly modified tsRNAs and rsRNAs that may be responsible for transmitting paternal phenotypes (Shi et al., 2022). To address this problem, we have successfully developed an innovative RNA-seq protocol, PANDORA-seq (Panoramic RNA Display by Overcoming RNA Modification Aborted Sequencing) to overcome RNA modification-elicited sequence interferences (Shi et al., 2021).

In the current study, we investigated the effects of paternal exposure to a ubiquitous phthalate, dicyclohexyl phthalate (DCHP) on the metabolic health of F1 and F2 offspring in mice. We also performed PANDORA-seq to reveal the paternal DCHP exposure-elicited sperm tsRNA and rsRNA changes.

## 2. Materials and methods

### 2.1. Animals

Eight-week-old male wild-type (WT) mice (C57BL/6J strain, purchased from the Jackson Laboratory) were fed a normal chow diet (ND; PicoLab Rodent Diet 20, Lab Supply) containing 20 % protein and 4.5 % fat by weight (Calories: 25 % protein, 13 % Fat, 62 % Carbohydrate) and received daily oral gavage of corn oil vehicle control or DCHP (10 mg/kg body weight, Sigma-Aldrich) for 4 weeks. At 12 weeks old, the mice were mated with 12-week-old unexposed female WT mice (C57BL/6J strain, purchased from the Jackson Laboratory). After copulation was confirmed by vaginal plug detection, the male mice were removed from the mating cage and humanely euthanized. These initial mouse pairs were designated F0. The F0 dams were kept on the ND. The F1 offspring were weaned at 3 weeks and provided with either a ND or Western-type high-fat diet (HFD, TD.88137, Envigo) containing 17.3 % protein and 21 % fat by weight (Calories: 15 % protein, 42 % fat, and 42 % carbohydrate) (Helsley et al., 2016; Lu et al., 2019) until euthanasia at 12 weeks old. Before euthanasia, the F1 male mice on ND were mated with 12-week-old unexposed WT females (C57BL/6J strain, purchased from the Jackson Laboratory) to generate F2 generation. The F2 mice were also weaned at 3 weeks old and fed with the same HFD for 9 weeks before euthanasia (Fig. 1A). Mice were restricted to food for 6 h prior to euthanasia, and tissue collection was performed as described in previous publication (Sui et al., 2021; Wang et al., 2018). All animal studies followed protocols approved by the University of California, Riverside Institutional Animal Care and Use Committee.

### 2.2. Metabolic phenotypic analyses

Body weight was recorded weekly. NMR spectroscopy (EchoMRI) was performed before euthanasia to measure the lean and fat mass of the mice (Helsley et al., 2016; Lu et al., 2019). We performed glucose tolerance test (GTT) and insulin tolerance test (ITT) as described in previous studies (Helsley et al., 2016; Sui et al., 2014). For insulin stimulation studies, mice were injected with 0.35 U/kg body weight Humulin R U-100 insulin (Lilly USA. LLC) into the inferior vena cava (Helsley et al., 2016). Mice were euthanized after 5 min and major tissues (skeletal muscle, liver, white adipose fat) were collected for further analysis (Helsley et al., 2016).

### 2.3. Sperm isolation

We collected mouse sperm from the F0 sires at the end of treatment using a previously described procedure (Shi et al., 2021). After release from the cauda epididymis, sperm were incubated for 15 min (37 °C) in 1 × phosphate-buffered saline (PBS). Tissue debris was removed by filtering the sperm through a cell strainer (pore size 40-μm, Corning, CLS431750). Somatic cell residues were eliminated by incubating the sperm with somatic cell lysis buffer for 40 min on ice. The precipitation of sperm was achieved through centrifugation (600 × g, 5 min). Afterwards, sperm was washed twice with 1 × PBS solution and precipitated again at 600 × g, 5 min. The sperm was finally resuspended in 1 mL TRIzol Reagent (Thermo Fisher Scientific 15596026) and stored at −80 °C until further use.

### 2.4. Western blotting

We used previously described methods for the extraction of protein and immunoblotting analyses (Helsley et al., 2016; Sui et al., 2021). The denatured protein lysates were resolved using SDS-PAGE. The separated proteins were transferred onto a nitrocellulose membrane (Bio-Rad, 1620115). After blocking with 5 % bovine serum albumin (BSA, Sigma-Aldrich, A9647) for 1 h at room temperature, the membranes were incubated with primary antibodies overnight at 4 °C: anti-Actin (1:5000 dilution, Millipore Sigma A2066), anti-Akt (1:1000 dilution, Cell Signaling 9272), and anti-Phospho-Akt (Ser473) antibodies (1:1000 dilution, Cell Signaling 9271). After 4 × 5 min washes with 1 × PBS with 0.1 % Tween20 (PBST), the membranes were incubated for 1 h with an anti-rabbit secondary antibodies (1:5000 dilution, Millipore Sigma 12–348) at room temperature. After 4 × 5 min washes, the membranes were developed by Pierce ECL Western Blotting Substrate kit (Thermo Fisher Scientific, 32209), and exposed with Bio-Rad Chemidoc imaging machine. Uncropped immunobloting images are included in Supplemental Figure 1.

### 2.5. RNA extraction and quantitative Real-Time PCR assay

TRIzol Reagent (Thermo Fisher Scientific 15596026) was used to perform total RNA extraction from mouse tissues following manufacturer instructions (Satta et al., 2022; Shi et al., 2021; Sui et al., 2021). We measured the relative mRNA expression levels by Quantitative Real-Time PCR with the SYBR Green (Bio-Rad 170–8886) kit using a Bio-Rad CFX Real-Time-PCR Machine (184–5096) (Satta et al., 2022; Sui et al., 2021). The primer sequences are included in Supplemental Table 1.

### 2.6. RNA-seq and transcriptomic data analysis

After isolation RNA integrity was checked using a Bioanalyzer (Agilent Technologies Inc., Santa Clara, CA). The Illumina standard operation pipeline was used for cDNA library construction and sequencing as described previously (Meng et al., 2022; Shi et al., 2021; Sui et al., 2020), as were the detailed RNA-seq data analysis methods (Meng et al., 2022; Shi et al., 2021; Sui et al., 2020). The cut-off threshold for differential expression was set as fold change (FC) > 1.5 and a false discovery rate (FDR) < 0.1. Further, Gene Ontology (GO) Biological process analysis proceeded with the differentially expressed genes as previously described (Meng et al., 2022; Sui et al., 2020). The raw transcriptome datasets have been uploaded and can be accessed in the Gene Expression Omnibus (GSE215807).

### 2.7. PANDORA-seq of sperm small RNAs

We recently developed the PANDORA-seq protocol (Shi et al., 2021). Detailed information for PANDORA-seq of sperm small RNAs is also described as following.

Small RNA extraction and cDNA library creation were done using our recently published protocol (Shi et al., 2021). Briefly, RNA loading dye from New England Biolabs (B0363S) was added to the sperm RNA sample, mixed well, and incubated for 5 min at 75 °C. The RNA mixture was electrophoresed through a urea polyacrylamide gel (15 %). SYBR Gold solution (Invitrogen; S11494) was used to stain and visualize the small RNA. The excised small RNA (15–50 nucleotides) was eluted overnight with sodium acetate (0.3 M, Invitrogen, AM9740) at 4 °C. After 10 min centrifugation (12,000 × g, 4 °C), the aqueous phase was collected. Subsequently, linear acrylamide (Invitrogen, AM9520), sodium acetate (3 M) and ethanol (100 %) were added into the collected supernatant and incubated for 2 h at −20 °C. The RNA was precipitated and resuspended in Nuclease-free H_2_O.

200 ng sperm RNA was added into 50 μL reaction buffer, which consists of α-ketoglutaric acid (1 mM, Sigma–Aldrich; K1128), AlkB (4 μg mL^−1^), sodium ascorbate (2 mM), HEPES (50 mM, Fisher Scientific, 15630080), BSA (50 mg L^−1^, Sigma-Aldrich, A9647), ferrous ammonium sulfate (75 μM), and RNase inhibitor (2,000 U mL^−1^). The mixture was incubated for 20 min (37 °C), after which 500 μL TRIzol reagent was added into the mixture to extract the RNA. The isolated RNA was transferred into another reaction buffer (50 μL) containing 10 × PNK buffer (5 μL, New England Biolabs, B0201S), ATP (1 mM, New England Biolabs, P0756S), T4PNK (10 U, New England Biolabs, M0201L) and incubated for 20 min (37 °C). 500 μL TRIzol was added for RNA extraction.

NEBNext Small RNA Library Prep Set for Illumina kit (New England Biolabs; E7330S) was used to conduct small RNA library construction. Detailed PCR parameters were published previously (Shi et al., 2021). PAGE gel was run for purification of the PCR product. Qualified libraries were amplified and sent for sequencing at the Genomics Center of University of California, San Diego (Illumina system, SE75 strategy). The software *SPORTS1.1* (parameter setting: -M 1) was used to analyze and annotate the raw sequencing outputs (Shi et al., 2018; Shi et al., 2021). To investigate the relative abundance of sncRNAs, we normalized the expression of the individual sncRNA species by total miRNA expression (Shi et al., 2021). The 20,000 sncRNA species with the highest normalized mean expression were retained. The samr package was then applied to identify the differentially expressed sncRNAs (based on the normalized expression) between DCHP-exposed and control groups. The sncRNA species with *q*-value < 10 % and FC > 2 were deemed differentially expressed. The sperm RNA sequence datasets have been uploaded and can be accessed in the Gene Expression Omnibus (GSE215807).

### 2.8. Statistical analysis

All data are displayed in the format of the mean ± standard error (SE). Two-sample, two-tailed Student’s *t*-test was used for individual pairwise comparisons. Two-way ANOVA was applied when multiple comparisons were performed (with Bonferroni correction method). Data analyses were performed using GraphPad Prism software with the statistically significant level set at *p* < 0.05.

## 3. Results

### 3.1. Paternal exposure to phthalate DCHP had no effect on litter size or birth weight of F1 offspring

To investigate the potential effects of paternal DCHP exposure on offspring health, 8-week-old male WT mice were fed a normal chow diet (ND) and treated with vehicle control or 10 mg/kg body weight/day of DCHP by oral gavage for 4 weeks before mating with 12-week-old unexposed female WT mice (Fig. 1A). After the vaginal plug was detected (embryonic day 0.5), pregnant females were housed separately and fed the ND. The sires were euthanized for tissue and sperm collection. Exposure to DCHP did not affect the body weight of sires (Fig. 1B). We also measured their body composition by Echo MRI (NMR spectroscopy) and found that DCHP exposure affected neither lean nor fat mass of these mice (Fig. 1C). In addition, paternal DCHP treatment affected neither litter size nor birth weight of F1 offspring (Fig. 1D and 1E).

### 3.2. Paternal DCHP exposure leads to exacerbated insulin resistance and impaired insulin signaling in F1 offspring without affecting diet-induced obesity

F1 pups were weaned on postnatal day 21 and fed a ND or high-fat diet (HFD) (Helsley et al., 2016; Lu et al., 2019; Sui et al., 2014; Wang et al., 2018) for 9 weeks before euthanasia at 12 weeks of age. To determine whether paternal DCHP exposure affected diet-induced obesity in the offspring, the body weight of male and female F1 offspring was measured weekly. In addition, body composition was analyzed by EchoMRI. Body weight and fat mass were significantly increased following HFD feeding in both male and female F1 mice. However, paternal DCHP exposure had no effect on the growth curve or body composition (e.g., lean and fat mass) of ND or HFD-fed male and female F1 offspring (Fig. 2). Therefore, paternal DCHP exposure did not affect diet-induced obesity in the F1 offspring.

Despite similar body weight and adiposity, paternal DCHP exposure led to increased diabetic phenotypes in F1 offspring. We performed glucose and insulin tolerance tests (GTT & ITT) in those mice and found that both male and female offspring from paternal DCHP-exposed sires had worse glucose tolerance (Fig. 3A and 3C) and exhibited reduced hypoglycemic response to administered insulin (Fig. 3B and 3D). To understand the impact of paternal DCHP exposure on insulin signaling in obese F1 offspring, HFD-fed F1 male mice were treated with insulin prior to euthanasia, and phosphorylated Akt levels were evaluated in multiple tissues. We found that paternal DCHP exposure impaired Akt phosphorylation in response to insulin in liver, skeletal muscle, and white adipose tissue (WAT) (Fig. 3E), which indicates impaired insulin signaling in multiple tissues of the offspring.

### 3.3. Paternal exposure to DCHP induces hepatic transcriptomic changes in F1 offspring

To further understand transcriptomic changes in key organs (e.g., liver) from paternal DCHP exposure that may have contributed to the metabolic disorders of F1 offspring, we isolated total RNA from the liver of F1 males and performed RNA sequencing (RNA-seq) analysis. Liver plays a central role in whole-body glucose homeostasis (Lin and Accili, 2011; Nordlie et al., 1999) and previous studies also reported that paternal EDC exposure can affect key hepatic signaling in the offspring to increase insulin resistance (Gong et al., 2021). RNA-seq results showed that paternal DCHP exposure led to 289 differentially expressed genes (DEGs, 227 upregulated and 62 downregulated) in the liver of F1 offspring with a cut-off threshold of fold change (FC) > 1.5 and false discovery rate (FDR) < 0.1 (Fig. 4A and Supplemental Table 2). Gene Oncology (GO) Biological Process analysis was then performed and the results revealed DEGs were enriched in biological processes related to metabolic disease risk including “inflammatory response”, “lipid metabolism process”, and “cellular response to leptin stimulus”. (Fig. 4B and C) (Hernandez and Zhou, 2021; Hotamisligil and Erbay, 2008; Saengnipanthkul et al., 2021). The hepatic DEGs associated with these pathways were either upregulated or downregulated in F1 offspring of DCHP-exposed sires (Fig. 4C and Supplemental Table 2).

We next performed QPCR analysis to verify the expression changes of several DEGs discovered by RNA-seq analysis. Paternal DCHP exposure consistently caused significantly increased hepatic expression of genes known to be associated with inflammation or metabolic disorders (e.g., *Tlr8*, *Ccl6*, *Ccr1*, and *S100a8*) (Fig. 4D) (Ahmad et al., 2016; Catalán et al., 2011; Jiao et al., 2009; Lylloff et al., 2017; Zeyda and Stulnig, 2009). By contrast, several genes known to promote insulin sensitivity (e.g., *Hpgd* and *Ces1d*) (Fig. 4D) (Li et al., 2022; Quiroga et al., 2012; Schmidleithner et al., 2019) were downregulated in the liver of F1 offspring of DCHP-exposed sires. Further, QPCR analyses showed paternal DCHP exposure led to decreased hepatic expression of *Glut2* and *Glut4*, two key genes involved in hepatic glucose homeostasis (Fig. 4D). Collectively, these results suggest paternal DCHP exposure leads to altered hepatic genes and pathways associated with insulin resistance or metabolic disorders.

### 3.4. PANDORA-seq unveils paternal DCHP exposure-elicited sperm tsRNA and rsRNA changes

We and others have demonstrated that sperm sncRNAs, including tsRNAs and rsRNAs, can sensitively respond to environmental exposures and act as causative agents in mediating offspring’s metabolic phenotypes (Chen et al., 2016; Frye et al., 2018; Zhang et al., 2016; Zhang et al., 2019; Zhang et al., 2018). However, many of these sncRNAs bear various RNA modifications, preventing the discovery of highly modified sperm tsRNAs and rsRNAs in widely used traditional RNA-seq methods (Shi et al., 2021; Shi et al., 2022). To overcome this obstacle, we developed a novel small RNA sequencing method, PANDORA-seq, to eliminate RNA modification-elicited sequence interferences (Shi et al., 2021).

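Small RNA of 15–50 nucleotides was isolated from the sperm of vehicle-treated control mice and of mice given 10 mg/kg body weight/day of DCHP for 4 weeks, starting at 8 weeks of age. In PANDORA-seq, the RNA was treated with the demethylase AlkB, which removes methyl groups that stop reverse transcription, and with T4 polynucleotide kinase, which gives RNA fragments the ends that adapters are ligated to. The paper gives these enzyme steps for PANDORA-seq and does not describe the traditional libraries separately. PANDORA-seq libraries of 4 control and 5 DCHP-exposed sperm samples and traditional libraries of 5 control and 5 DCHP-exposed samples were analysed. The labels name DCHP as the treatment of each of the 19 libraries, and control or exposed status was taken from the library names and the paper, which describes vehicle-treated controls. For each library, the authors deposited every distinct read of 15 to 45 nt with the number of times it was sequenced, as counts without normalization and without annotation. Total reads per library ranged from 25432054 to 56506344 (median 34842066) in PANDORA-seq control and from 28641772 to 47331215 (median 39753516) in PANDORA-seq DCHP libraries. They ranged from 24184769 to 52099239 (median 34048311) in traditional control and from 21588335 to 43049494 (median 37199720) in traditional DCHP libraries. Each sequence was matched here to the small RNA genes of the mouse genome build GRCm38, on the sense strand with at most 1 mismatch, and counted once in the order miRNA, rRNA, tRNA and other small RNA. The genes used were 2198 miRNA hairpins, the 5S, 5.8S, 18S and mitochondrial 12S and 16S rRNAs, the 22 mitochondrial tRNAs and 10 of the 408 nuclear tRNA loci that RefSeq lists. The tsRNA counts therefore leave out fragments of the other nuclear tRNAs, and the rsRNA counts leave out the 28S rRNA, which was not analysed here. In PANDORA-seq, 32.0% ± 3.44 (SD, n = 4) of control reads and 30.7% ± 3.72 (SD, n = 5) of DCHP reads matched rRNA, against 6.16% ± 0.583 (SD, n = 5) and 5.81% ± 0.402 (SD, n = 5) in traditional RNA-seq. Reads matching tRNAs made up 0.162% ± 0.0677 (SD, n = 4) and 0.462% ± 0.204 (SD, n = 5) in PANDORA-seq and 0.515% ± 0.141 (SD, n = 5) and 0.686% ± 0.0677 (SD, n = 5) in traditional RNA-seq, for control and DCHP. No gene used here was matched by 65.3% and 66.6% of the PANDORA-seq reads and by 84.7% and 85.6% of the traditional reads, for control and DCHP. The paper normalizes to total miRNA. The total miRNA count used here in its place held reads of any length on annotated hairpins, and how far it matches the paper's count was not tested. It ranged from 278629 to 745779 reads in the PANDORA-seq libraries and from 1118069 to 8827477 in the traditional libraries. Its counting error was 0.189% or less in every library, so depth does not limit the ratios to this total. The reads carry no molecular identifiers, and such errors cover the counting of reads only. In PANDORA-seq, 95.5% of the reads on annotated hairpins fell on hairpins of which fewer than 50% of the reads were 20 to 24 nt long, the length of mature miRNAs, whereas in traditional RNA-seq 5.31% did.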

To determine whether PANDORA-seq can detect novel sperm sncRNAs that may confer metabolic dysfunction in the offspring of DCHP-exposed sires, total RNAs isolated from sperms of control and DCHP-exposed sires were subjected to both traditional RNA-seq and PANDORA-seq, and the sequencing data were analyzed by *SPORTS1.1* bioinformatics analysis software (Shi et al., 2018; Shi et al., 2021). Consistent with our previous studies (Shi et al., 2021), PANDORA-seq revealed an overall rsRNA- and tsRNA-enriched sperm sncRNA landscape that was not detected by traditional RNA-seq (Fig. 5A). 

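In control sperm, tsRNA reads per miRNA read were 0.131 ± 0.0578 (SD, n = 4) in PANDORA-seq and 0.0806 ± 0.0389 (SD, n = 5) in traditional RNA-seq, a 1.62-fold difference within the spread between libraries (two-sided exact permutation test, p = 0.159). In DCHP-exposed sperm, they were 0.396 ± 0.159 (SD, n = 5) and 0.102 ± 0.0215 (SD, n = 5), 3.90-fold higher in PANDORA-seq (exact permutation test, p = 0.00794, the smallest that 5 against 5 libraries allow). With DCHP libraries of the same replicate number paired, the exact sign-flip test gave p = 0.0625, the smallest that 5 pairs allow. The denominator moved this comparison most. With the miRNA total limited to hairpins of which at least 50% of the reads were 20 to 24 nt long, a setting chosen after seeing the data, tsRNA was 41.9-fold and 93.3-fold higher in PANDORA-seq in control and DCHP. Per total read, it was lower in PANDORA-seq, 0.314-fold in control (exact permutation test, p = 0.00794) and 0.674-fold in DCHP (exact p = 0.0635). In control, exact matches alone gave 3.35-fold (exact p = 0.0159). In DCHP, exact matches gave a median of 0.930 tsRNA reads per miRNA read in PANDORA-seq and 0.0980 in traditional RNA-seq. With at most 1 mismatch, these medians were 0.368 and 0.109. Of the 5′ reads of the mitochondrial tRNA mt-Th (mitochondrial genome 11546 to 11612), 99.5% carry 2 G before the gene. Counting also those reads gave 0.753-fold in control (exact p = 0.619) and 1.85-fold in DCHP (exact p = 0.0794). Without mt-Th, tsRNA reads per miRNA read in DCHP were 0.0587 ± 0.0121 (SD, n = 5) in PANDORA-seq and 0.0518 ± 0.0161 (SD, n = 5) in traditional RNA-seq. In control, they were 0.0478 ± 0.000998 (SD, n = 4) and 0.0375 ± 0.0137 (SD, n = 5). The higher tsRNA of PANDORA-seq in DCHP was thus mostly mt-Th, and the remainder was not tested between the methods. rsRNA reads per miRNA read were 25.9 ± 6.08 (SD, n = 4) in PANDORA-seq and 0.964 ± 0.378 (SD, n = 5) in traditional RNA-seq of control sperm, and 26.6 ± 2.67 (SD, n = 5) and 0.884 ± 0.269 (SD, n = 5) in DCHP-exposed sperm. These were 26.9-fold and 30.1-fold higher in PANDORA-seq (exact permutation tests, p = 0.00794 for each; paired by replicate number, the exact p for DCHP was again 0.0625). Total rsRNA was higher in PANDORA-seq with each of the 4 denominators tried, by 5.19-fold in control and 5.28-fold in DCHP per total read. By rRNA precursor, fragments of 18S rRNA (chromosome 17, 39846353 to 39848201, GRCm38) were 34.8-fold higher in control and 42.6-fold higher in DCHP, and those of 5S rRNA 42.0-fold and 43.5-fold. The 5.8S rRNA fragments were 0.0874 ± 0.0322 (SD, n = 4) against 0.00795 ± 0.00417 (SD, n = 5) reads per miRNA read in control and 17.7-fold higher in DCHP, and those of the mitochondrial 12S rRNA (mt-Rnr1, mitochondrial genome 70 to 1024) 2.70-fold and 2.53-fold. Each of these 8 differences had an adjusted p of 0.0198 (exact permutation tests with Benjamini-Hochberg adjustment over 20 comparisons of rRNA precursors). Other settings for the precursors were chosen after seeing the data. With the DCHP libraries paired by replicate number, the 4 in DCHP each had an exact p of 0.0625. Per total read, the 12S rRNA fragments were instead lower in PANDORA-seq, 0.510-fold in control and 0.449-fold in DCHP (exact permutation tests, adjusted p = 0.0353 and 0.0227). The 3.25-fold difference of 5.8S rRNA fragments in DCHP was not past the threshold per total read (adjusted p = 0.159, exact). For the mitochondrial 16S rRNA (mt-Rnr2, 1094 to 2675), the 1.45-fold and 1.79-fold differences were not past 0.05 after adjustment (adjusted p = 0.397 and 0.0705 by the same exact tests). Per total read, they were 0.278-fold and 0.317-fold (adjusted p = 0.0353 and 0.0227, exact). They were 36.1-fold and 42.4-fold with the miRNA total of 20 to 24 nt hairpins (adjusted p = 0.0159 for both, exact).

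**Figure D1:**
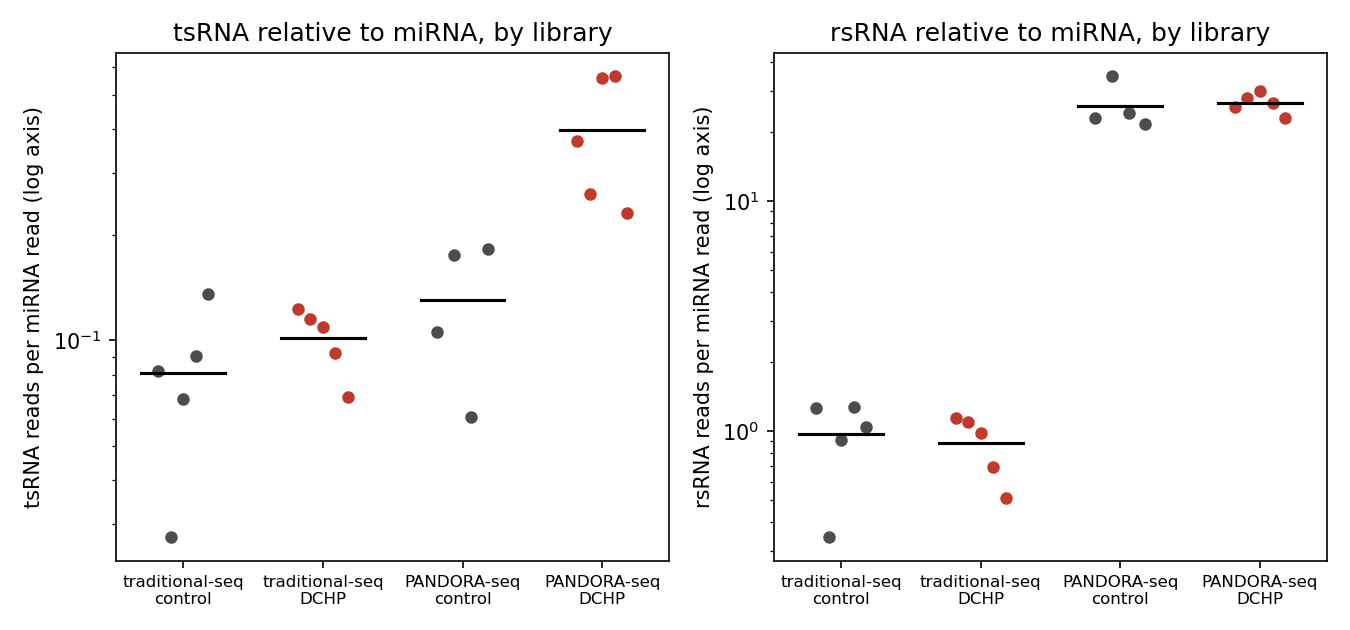
tsRNA reads (left) and rsRNA reads (right) per miRNA read, on logarithmic axes, for control and DCHP-exposed sperm by traditional RNA-seq and PANDORA-seq. Each point is 1 library and each horizontal line is the mean of its group. The rsRNA values of the 9 PANDORA-seq libraries lie between 21.6 and 34.9 and those of the 10 traditional libraries between 0.343 and 1.27, while the tsRNA values of the methods overlap in control.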

The origins of sperm tsRNAs in regards to their loci from tRNA precursors including 3′tsRNAs, 5′tsRNAs, 3′tsRNAs with a CCA end, and internal tsRNAs, were also analyzed. PANDORA-seq revealed an increased relative expression (normalized to miRNAs) of specific tsRNA origins as compared to traditional RNA-seq (Fig. 5B). 

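Origins were assigned from the place of each read on the tRNA with its CCA tail. A 5′tsRNA started at the first base, a 3′tsRNA with a CCA end reached the last base, a 3′tsRNA ended 1 to 3 bases before it, and other reads were internal; a read with several origins was divided equally between them. The 4 origins of nuclear and of mitochondrial tRNAs were compared between the methods within control and within DCHP, 16 comparisons, of which 6 had an adjusted p below 0.05 (two-sided exact permutation tests with Benjamini-Hochberg adjustment). In 4 of the 6, PANDORA-seq was higher per miRNA read. Nuclear 3′tsRNA reads per miRNA read were 0.0170 ± 0.00170 (SD, n = 4) against 0.00514 ± 0.00298 (SD, n = 5) in control, 3.31-fold higher (adjusted p = 0.0254, exact), and 0.0234 ± 0.00907 (SD, n = 5) against 0.00649 ± 0.00436 (SD, n = 5) in DCHP, 3.60-fold higher (adjusted p = 0.0423, exact). In DCHP, mitochondrial 3′tsRNA was 0.0532 ± 0.0220 (SD, n = 5) against 0.0111 ± 0.00212 (SD, n = 5), 4.79-fold higher, and mitochondrial internal tsRNA 0.297 ± 0.159 (SD, n = 5) against 0.0444 ± 0.0151 (SD, n = 5), 6.69-fold higher (adjusted p = 0.0254 for both, exact). In PANDORA-seq DCHP, all tsRNA reads other than mt-Th, nuclear ones included, were 0.0587 ± 0.0121 (SD, n = 5) per miRNA read. The 0.297 of mitochondrial internal tsRNA was thus mostly mt-Th. Of all tsRNA reads, mt-Th held 82.0% ± 10.4 (SD, n = 5) in PANDORA-seq DCHP and 49.1% ± 10.4 (SD, n = 5) in traditional DCHP. The origins were not compared without mt-Th, so neither mitochondrial fold is shown for mitochondrial tRNAs in general. Per total read, nuclear 3′tsRNA was 0.628-fold in control and 0.636-fold in DCHP. Mitochondrial 3′tsRNA in DCHP was 0.808-fold per total read (for these 3, exact permutation tests, adjusted p from 0.166 to 0.347). In control, the 1.90-fold difference of mitochondrial internal tsRNA was smaller than the spread between libraries allows to be told (exact permutation test, p = 0.175), and per total read it was 0.375-fold (exact p = 0.0397), while the difference in DCHP was 1.17-fold per total read (exact p = 0.603). 5′tsRNAs went the other way per miRNA read. In DCHP, nuclear 5′tsRNA was 0.0135 ± 0.00340 (SD, n = 5) in PANDORA-seq against 0.0252 ± 0.00365 (SD, n = 5), 0.533-fold, and mitochondrial 5′tsRNA 0.00292 ± 0.000272 (SD, n = 5) against 0.00921 ± 0.00233 (SD, n = 5), 0.318-fold (adjusted p = 0.0254 for both, exact). These values leave out the mt-Th reads that carry 2 G before the gene. With them, mitochondrial 5′tsRNA in DCHP was 0.548 ± 0.280 (SD, n = 5) in PANDORA-seq against 0.415 ± 0.152 (SD, n = 5) in traditional RNA-seq. This is 1.32-fold (adjusted p = 0.540, exact), and 4 of the 16 comparisons then passed. This setting and the next 2 were chosen after seeing the data. All 16 comparisons passed the threshold, with PANDORA-seq higher, when the miRNA total was limited to hairpins with mostly 20 to 24 nt reads. Nuclear and mitochondrial 5′tsRNA in DCHP were then 11.7-fold and 7.05-fold higher (adjusted p = 0.00907 for both, exact). With the DCHP libraries paired by replicate number, 0 of 16 passed adjustment (3 had an unadjusted exact p below 0.05, all in control). The 5 comparisons called in DCHP each had an exact p of 0.0625, the smallest that 5 pairs allow. Without any 1 of the traditional DCHP libraries, 3 origins passed the threshold. Between DCHP and control, 0 of 16 comparisons passed adjustment, and 4 had an unadjusted exact p below 0.05. In PANDORA-seq these were the mitochondrial 5′tsRNA, 2.09-fold (exact p = 0.00794, adjusted p = 0.127), 3′tsRNA, 2.86-fold (exact p = 0.0397, adjusted p = 0.159), and internal tsRNA, 3.93-fold (exact p = 0.0317, adjusted p = 0.159); in traditional RNA-seq it was the mitochondrial 3′tsRNA, 1.66-fold (exact p = 0.0317, adjusted p = 0.159).

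**Figure D2:**
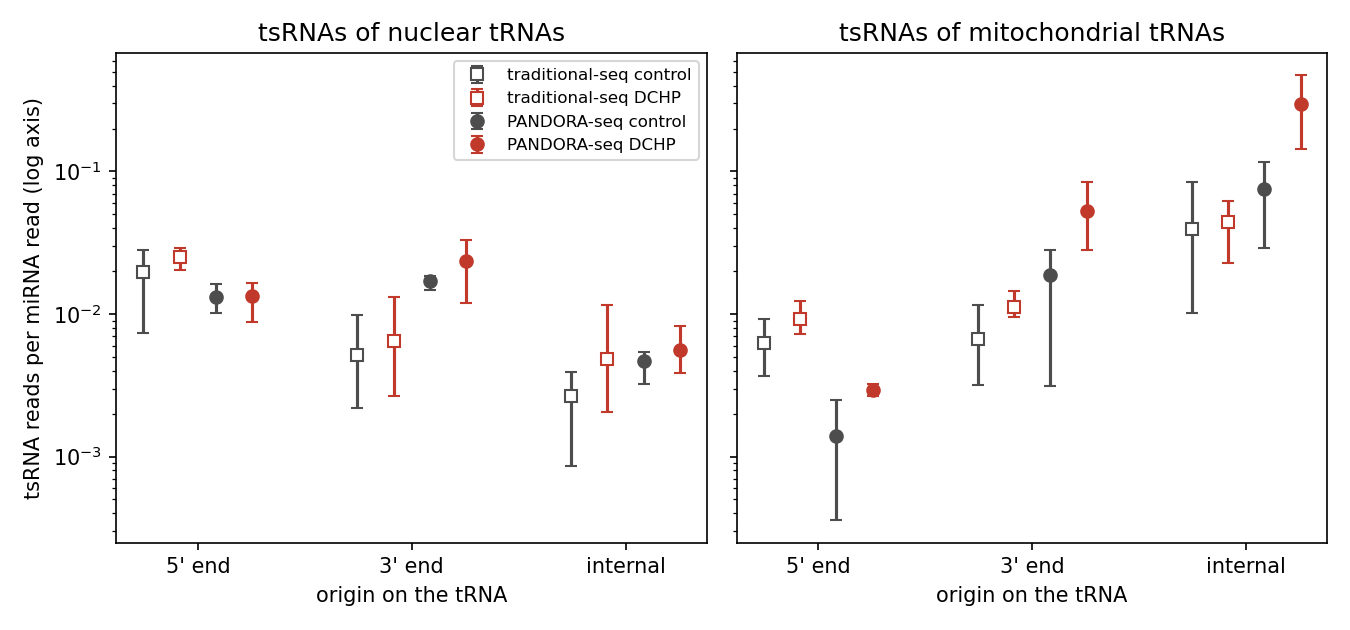
tsRNA reads per miRNA read by origin on nuclear tRNAs (left) and mitochondrial tRNAs (right), on a logarithmic axis. Open squares are the means of traditional RNA-seq and filled circles those of PANDORA-seq, with control in grey and DCHP in red, and bars run from the lowest to the highest library. The values drawn leave out the mt-Th reads with 2 G before the gene. Of these values, mitochondrial internal tsRNA has the highest mean in PANDORA-seq DCHP, 0.297, mostly from mt-Th. The 3′tsRNAs with a CCA end, 0.000341 or less per miRNA read on average, are not drawn.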

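Per miRNA read, total tsRNA was 3.03-fold higher in DCHP than in control sperm by PANDORA-seq (two-sided exact permutation test, p = 0.0238) and 1.26-fold higher by traditional RNA-seq (exact p = 0.333). In PANDORA-seq, mt-Th alone held 82.0% ± 10.4 (SD, n = 5) of the tsRNA reads in DCHP and 55.3% ± 25.6 (SD, n = 4) in control. The other tsRNAs per miRNA read were 1.23-fold higher (exact p = 0.135). With the miRNA total limited to hairpins with mostly 20 to 24 nt reads, the PANDORA-seq difference of total tsRNA was 2.77-fold (exact p = 0.111). Per total read, the difference was 2.86-fold by PANDORA-seq (exact p = 0.0317) and 1.33-fold by traditional RNA-seq (exact p = 0.0476). After Benjamini-Hochberg adjustment over 28 comparisons of library composition, these exact tests had adjusted p of 0.0808 and 0.111. Without control replicate 1 or control replicate 3, the PANDORA-seq difference was 2.85-fold or 2.57-fold, with an exact p of 0.0536 for each. The exposure effects of the 2 methods differed by 1.15 on the log2 scale, which permuting exposure within each method did not tell from 0 (exact permutation test, p = 0.171), and without traditional control replicate 2 by 1.50 (p = 0.0402). Total rsRNA per miRNA read did not differ between DCHP and control, 1.03-fold by PANDORA-seq (exact p = 0.825) and 0.917-fold by traditional RNA-seq (exact p = 0.714), and per total read it was 0.959-fold by PANDORA-seq. Single sequences were then tested within each method on their read counts with edgeR's quasi-likelihood test, with the total miRNA reads as library size, over the 20000 sequences with the highest mean normalized expression. These held 83.4% of the reads of each method, and called sequences had a Benjamini-Hochberg adjusted p below 0.1 and a fold change above 2. In PANDORA-seq, 227 tsRNA and 6140 rsRNA sequences were tested and 0 of either were called, with 150 tsRNAs and 315 rsRNAs at an unadjusted p below 0.05. The adjustment was over all 20000 sequences, of which 12628 matched none of the small RNA genes used. Adjustment over the tsRNAs alone was not made, so the 0 does not show that tsRNAs were unchanged. The 2 sequences called among all 20000, of which 1317 had an unadjusted p below 0.05, were higher in DCHP and matched none of the small RNA genes used. In traditional RNA-seq, 0 of 20000 sequences were called and 722 had an unadjusted p below 0.05, among them 16 of 455 tsRNAs and 77 of 3926 rsRNAs. The test and the library size or size factors moved these counts. With the narrower miRNA total (hairpins with mostly 20 to 24 nt reads), chosen after seeing the data, edgeR called 65 sequences in PANDORA-seq, 34 of them tsRNAs and 7 rsRNAs. The SAM statistic on log2 expression called 358 sequences in PANDORA-seq, all higher in DCHP and 122 of them tsRNAs and 45 rsRNAs, and 0 in traditional RNA-seq, whereas the SAM statistic on the linear scale called 13, with 7 tsRNAs and 1 rsRNA. DESeq2 with size factors from the miRNA totals called 142 sequences in PANDORA-seq (60 tsRNAs and 11 rsRNAs) and 20 in traditional RNA-seq (2 tsRNAs and 0 rsRNAs). With its own size factors, it called 90 in PANDORA-seq (42 tsRNAs and 6 rsRNAs) and 145 in traditional RNA-seq (4 tsRNAs and 22 rsRNAs). Among the 6668 sequences tested in both methods, the exposure effect differed between methods for 0 at an adjusted p below 0.1 (edgeR), with 334 at an unadjusted p below 0.05.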

Further, exposure to DCHP induced differentially expressed tsRNAs and rsRNAs was detected only by PANDORA-seq but not by traditional RNA-seq, and the significantly changed tsRNA and rsRNA sequences are shown in the heatmap (Fig. 5C and Supplemental Table 3). Consistently, mapping of tsRNA expression patterns on individual tRNA length scales (e.g., tRNA-Glu-CTC, tRNA-Arg-CCT) revealed that the tsRNAs also contain distinct dynamic responses to DCHP treatment (Fig. 5D). These results showed that PANDORA-seq can detect more sperm tsRNAs and rsRNAs that were otherwise undetectable using the traditional RNA-seq method, consistent with previous results (Shi et al., 2021). 

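With a minimum of 10 reads in at least 4 libraries of a method, 20684 rsRNA sequences were detected by PANDORA-seq and 16993 by traditional RNA-seq, 8649 of them by both. Of those of PANDORA-seq, 241 had no read in any traditional library, and of those of traditional RNA-seq, 367 had no read in any PANDORA-seq library. For tsRNA, 756 sequences were detected by PANDORA-seq and 1644 by traditional RNA-seq, 507 of them by both, and 2 and 176 had no read in any library of the other method. Without traditional DCHP replicate 4, 13 tsRNA and 532 rsRNA sequences of PANDORA-seq had no read in the other traditional libraries. These are counts over 9 PANDORA-seq and 10 traditional libraries, without a test, and with fragments of the nuclear tRNAs that were not used left out. With single libraries left out, PANDORA-seq detected 18516 to 20684 rsRNA and 669 to 756 tsRNA sequences, and traditional RNA-seq 15637 to 16993 and 1508 to 1644. From the rsRNA and tsRNA levels relative to miRNA under both protocols (Fig. 5A and 5B), and from tsRNAs and rsRNAs that it found changed by DCHP in PANDORA-seq and not in traditional RNA-seq (Fig. 5C), the paper concludes that PANDORA-seq detects sperm tsRNAs and rsRNAs that the traditional method misses.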

The functions of individual tsRNAs or rsRNAs are mostly unknown, but their overall changed signature after DCHP treatment may have functional consequences that contribute to DCHP-induced intergenerational metabolic disorders.

### 3.5. Paternal exposure to DCHP leads to impaired glucose tolerance in F2 female mice

In addition to F1 offspring, we also mated ND-fed 12-week-old F1 males to age-matched unexposed female WT mice to generate F2 offspring. After weaning, F2 litters were fed the same HFD as the F1 descendants for 9 weeks. Similar to F1 offspring, paternal DCHP exposure had no effect on litter size or birth weight of F1 offspring (Fig. 6A and B). In addition, paternal DCHP exposure affected neither diet-induced obesity nor body composition, including lean and fat mass, in HFD-fed male and female F2 offspring (Fig. 6A–H).

Interestingly, female but not male F2 mice from DCHP exposed F0 sires had impaired glucose tolerance, but comparable insulin tolerance results, as compared to F2 mice from unexposed sires (Fig. 7A–D), suggesting paternal DCHP exposure has sex-specific transgenerational effects on offspring metabolic health. We analyzed hepatic gene expression to understand the potential mechanisms underlying the glucose intolerant phenotype in F2 female mice. Several genes, including *Glut 2* and *Tlr8*, that were altered by paternal DCHP exposure in F1 mice were unchanged in F2 mice (Fig. 7E). However, we found that another glucose transporter family gene, *Glut9*, was significantly downregulated by paternal DCHP exposure in the liver of F2 female mice (Fig. 7E). Further, paternal DCHP exposure significantly increased the hepatic expression of *Socs3* in F2 females, consistent with the expression patten in F1 offspring (Fig. 7E). These results suggest that paternal DCHP exposure can have transgenerational impact on hepatic gene expression that may contribute to the observed metabolic disorders.

## 4. Discussion

Mounting evidence demonstrates exposure to EDCs can cause numerous adverse health effects in humans (Casals-Casas and Desvergne, 2011; Colborn et al., 1996; Diamanti-Kandarakis et al., 2009; Gore et al., 2015; Gross, 2007; Heindel et al., 2017; Helsley and Zhou, 2017; Kavlock et al., 1996). One challenge in risk assessment for EDC exposure is that individuals may or may not display health issues from the direct EDC exposure, but the adverse effects of these ancestral exposures may manifest in their non-exposed offspring. In our current study, we investigated the adverse effects of paternal exposure to DCHP, a widely used phthalate, on offspring metabolic health. We found that paternal DCHP exposure can induce intergenerational metabolic disorders in the F1 offspring. Using an innovative PANDORA-seq method, we revealed that DCHP exposure can lead to sperm tsRNA and rsRNA landscape changes undetected by traditional RNA-seq. Paternal DCHP exposure-elicited metabolic phenotype in the F1 offspring can be transmitted to F2 offspring, as F2 female descendants from DCHP-exposed sires also developed glucose intolerance. To the best of our knowledge, the current study is the first one demonstrating that paternal exposure to endocrine disrupting phthalates can induce intergenerational and transgenerational metabolic disorders in the offspring.

Previous studies have demonstrated the detrimental effects of parental exposure to plastic-associated EDCs, including BPA and several phthalates, on the long-term health outcome of progeny (Bansal et al., 2017; Brehm and Flaws, 2019; Li et al., 2014; Meltzer et al., 2015; Rattan et al., 2018; Zhou et al., 2017). These adverse effects include altered anogenital distance (Mammadov et al., 2018; Miao et al., 2011; Sun et al., 2018), impaired glucose/insulin tolerance (Li et al., 2014; Mao et al., 2015), altered neonatal behavior (Engel et al., 2008), and cardiometabolic disorders (Liu et al., 2022). However, most evidence has been obtained from maternal exposure studies, and little is known about the impact of paternal EDC exposure on offspring health. Further, BPA and several other phthalates (e.g., DEHP) have been extensively studied, and their adverse health effects have attracted considerable attention (Casals-Casas and Desvergne, 2011; Clara et al., 2010; Fierens et al., 2012; Halden, 2010). However, the impact of exposure to DCHP on human health are poorly understood. DCHP is used in numerous products and can also be detected in food, water, and indoor particulate matter (Cao et al., 2015; Cheng et al., 2016; EPA, 2019; Sakhi et al., 2014; Schecter et al., 2013). DCHP and its metabolites can also be found in human urinary and blood samples, and DCHP exposure levels can be high in certain populations (Blount et al., 2000; Hartmann et al., 2018; Huang et al., 2014; Saravanabhavan et al., 2013; Wang et al., 2013). Therefore, EPA has recently designated DCHP as one of twenty high-priority substances for risk evaluation (EPA, 2019). Our study revealed the intergenerational and transgenerational effects of paternal DCHP exposure on the F1 and F2 offspring. Therefore, future studies should be conducted on the adverse health effects of these understudied phthalates.

While paternal DCHP exposure induced metabolic disorders in both male and female F1 offspring, it is intriguing that female but not male F2 offspring from DCHP-exposed sires showed impaired glucose tolerance phenotype. These results indicated that paternal DCHP exposure can lead to sex-specific transgenerational effects on the metabolic health of their progenies. Previous human epidemiological studies and animal studies have reported sexual dimorphic responses to early life perturbations, from either ancestral side (Aiken and Ozanne, 2013; Sandovici et al., 2022; Vallaster et al., 2017; Vickers et al., 2011). Most of the existing paradigms regarding sex-specific inheritance traits are intergenerational, whereas evidence regarding transgenerational sex-different transmission is very limited. For example, Gong et al. found that paternal inorganic arsenic exposure elicited hepatic insulin resistance and glucose intolerance in F1 female but not male mice (Gong et al., 2021). Similarly, another study showed only female offspring of HFD-fed mice displayed glucose intolerance and resistance to diet-induced obesity (de Castro Barbosa et al., 2016). By contrast, Maloney et al., reported that maternal methyl-deficient diet feeding during the *peri*-conception period led to impaired glucose homeostasis only in male offspring (Maloney et al., 2011). Another study reported that paternal chronic social defeat preferentially affects the locomotor activity and sucrose preference in male offspring but the altered depression- and anxiety-related behavior was observed in both genders (Dietz et al., 2011). Our current study only used F1 males to breed with unexposed female mice to generate F2 offspring. It would be interesting to investigate whether F2 offspring generated by mating F1 females with unexposed male mice have similar sex-specific metabolic phenotypes in the future. While the underlying mechanisms for sex-specific inheritance are largely unknown, some hypotheses have been proposed, including epigenetic modifications on sex chromosomes (Pembrey et al., 2006), sex differences related to mitochondiral DNA and sncRNAs (Godschalk et al., 2017; Wang et al., 2022a; Wang et al., 2022b), and sex hormone-induced differential gene expression (Carone et al., 2010; Tramunt et al., 2020; Waxman and O’Connor, 2006). Therefore, future studies are required to test those hypotheses and understand how parental exposure affects sex-specific effects on the offspring’s health.

To understand how paternal DCHP exposure affects genes or pathways in key organs that may contribute to the observed phenotypes in the offspring, we performed RNA-seq and QPCR analyses of hepatic genes in F1 mice. Our results revealed the altered expression of key genes or pathways by paternal DCHP exposure. In addition to reduced glucose transporters (e.g., *Glut2* and *Glut4*), we also found higher expression of inflammatory genes or inflammatory pathway genescores in the liver of F1 mice from paternal DCHP-exposed sires. It has been well-established that chronic inflammation contributes to the pathogenesis of metabolic disorders or insulin resistance (Gregor and Hotamisligil, 2011; Hernandez and Zhou, 2021; Kahn et al., 2006; Shoelson et al., 2006). Similar to our findings, Bansal *et al.*, previously reported that maternal exposure to BPA impaired insulin secretion and increased proinflammatory cytokines in F1 and F2 male mice (Bansal et al., 2017). Paternal DCHP exposure led to increased expression of hepatic *Socs3* in both F1 and F2 offspring. Socs3 can be induced by certain inflammatory cytokines (e.g., TNFα and IL6) to contribute to inflammation-mediated insulin resistance in the liver and adipose tissue (Cao et al., 2018; Jorgensen et al., 2013; Torisu et al., 2007). It is plausible that *Socs3* and other inflammatory genes contribute to paternal DCHP exposure-elicited metabolic phenotypes in the offspring.

While accumulating evidence shows that paternal environmental input (e.g*.,* dietary manipulation, exercise, toxicant exposure) may confer lifetime metabolic phenotype alterations in offspring (Gong et al., 2021; Oluwayiose et al., 2021; Ost et al., 2014; Stanford et al., 2018; Wang et al., 2022a; Watkins et al., 2018; Zhang et al., 2021), the underlying mechanisms for paternally acquired phenotypes remain elusive. We and others have recently demonstrated that paternally acquired phenotypic traits are achieved at least partially through sperm sncRNAs (Chen et al., 2016; Gapp et al., 2014; Grandjean et al., 2015; Klastrup et al., 2019; Ord et al., 2020; Rodgers et al., 2015; Sarker et al., 2019; Wang et al., 2021; Zhang et al., 2021; Zhang et al., 2018). For example, we previously discovered that mature mouse sperms carry a dominant form of small RNAs including tsRNAs and rsRNAs (Chen et al., 2016; Peng et al., 2012; Zhang et al., 2018). We demonstrated that the injection of sperm tsRNA/rsRNA-enriched RNA fractions (30–40nt) from HFD-exposed male mice into control zygotes can lead to the development of metabolic disorders in F1 mice (Chen et al., 2016; Zhang et al., 2018). We further showed that RNA modifications can alter secondary sncRNA structures and biological properties and are required for sperm sncRNAs’ biological impact in epigenetic inheritance (Zhang et al., 2018). These studies support the concept of ‘sperm RNA code’ in programming offspring metabolic phenotypes (Chen, 2022; Zhang et al., 2019). However, many RNA modifications prevent the detection of important sncRNAs in widely used RNA-seq methods (Shi et al., 2022). To overcome this obstacle, we developed a novel RNA sequencing method, PANDORA-seq (Shi et al., 2021). In the current study, DCHP exposure led to changes in sperm tsRNAs and rsRNAs that were detectable by PANDORA-seq but not traditional RNA sequencing.

It remains unclear how DCHP causes sperm tsRNA and rsRNA changes. We recently demonstrated that DCHP is a ligand of a nuclear hormonal receptor, pregnane X receptor (PXR) and DCHP may induce adverse effects in adult mice through PXR signaling (Sui et al., 2021). It is plausible that DCHP-mediated activation of PXR or other signaling pathways may regulate biogenesis of sperm tsRNAs and rsRNA. In addition, it is also possible that DCHP altered sperm sncRNAs through indirect mechanisms. For example, previous studies demonstrated that exposure to various environmental factors including stress, malnutrition, and chemicals can alter the sperm RNA profiles (Chen et al., 2016; Gapp et al., 2014; Rodgers et al., 2013; Rodgers et al., 2015; Rompala et al., 2018). These paternal preconceptual life experiences can also lead to the dysregulation of hypothalamic–pituitaryadrenal (HPA) axis and altered physical activities in the offspring (Rodgers et al., 2013; Short et al., 2016; Short et al., 2017), which may contribute to the development of metabolic disorders (Broadney et al., 2018; Stull, 2016; Wareham et al., 2000). It would be interesting to investigate whether DCHP exposure can also affect physiological and behavioral phenotypes of the sires and their offspring in the future by characterizing HPA stress axis responsivity, prepulse inhibition, performance on the tail suspension test, or performance in the light–dark box (Rodgers et al., 2013). In addition, detailed measurements of food and water consumption, physical activities, and indirect calorimetry using metabolic cages as we previous described (Park et al., 2016; Sui et al., 2014) would help us to understand the impact of DCHP exposure on energy balance and physical activities of the sires and their offspring. DCHP-elicited unfavorable changes of those factors may lead to altered sperm sncRNAs including tsRNAs and rsRNAs. Lastly, the functions of the altered tsRNAs and rsRNAs by DCHP are also unknown. Further studies, including the isolation and zygotic injection of individual tsRNAs/rsRNAs, are needed to explore the functions of these tsRNAs/rsRNAs in mediating DCHP and other EDC-induced intergenerational and transgenerational metabolic disorders.

In summary, paternal exposure to DCHP, an EPA-designated high-priority substance for risk evaluation, can cause intergenerational and transgenerational adverse metabolic effects in F1 and F2 offspring without affecting diet-induced obesity. Paternal DCHP exposure led to impaired insulin signaling and altered hepatic gene expression in their offspring. Using a novel PANDORA-seq, we revealed that DCHP exposure can lead to sperm tsRNA/rsRNA landscape changes undetected by traditional RNA-seq, which may contribute to DCHP-elicited adverse effects. Our study suggests that exposure to ubiquitous phthalates may not only have adverse effects on adults but also increase the risk of metabolic diseases in their progeny. These findings are intended to increase our understanding of the etiology of chronic human diseases originating from chemically-elicited intergenerational effects.

## Supplementary Material

Supplementary Material

## Figures and Tables

**Fig. 1.**
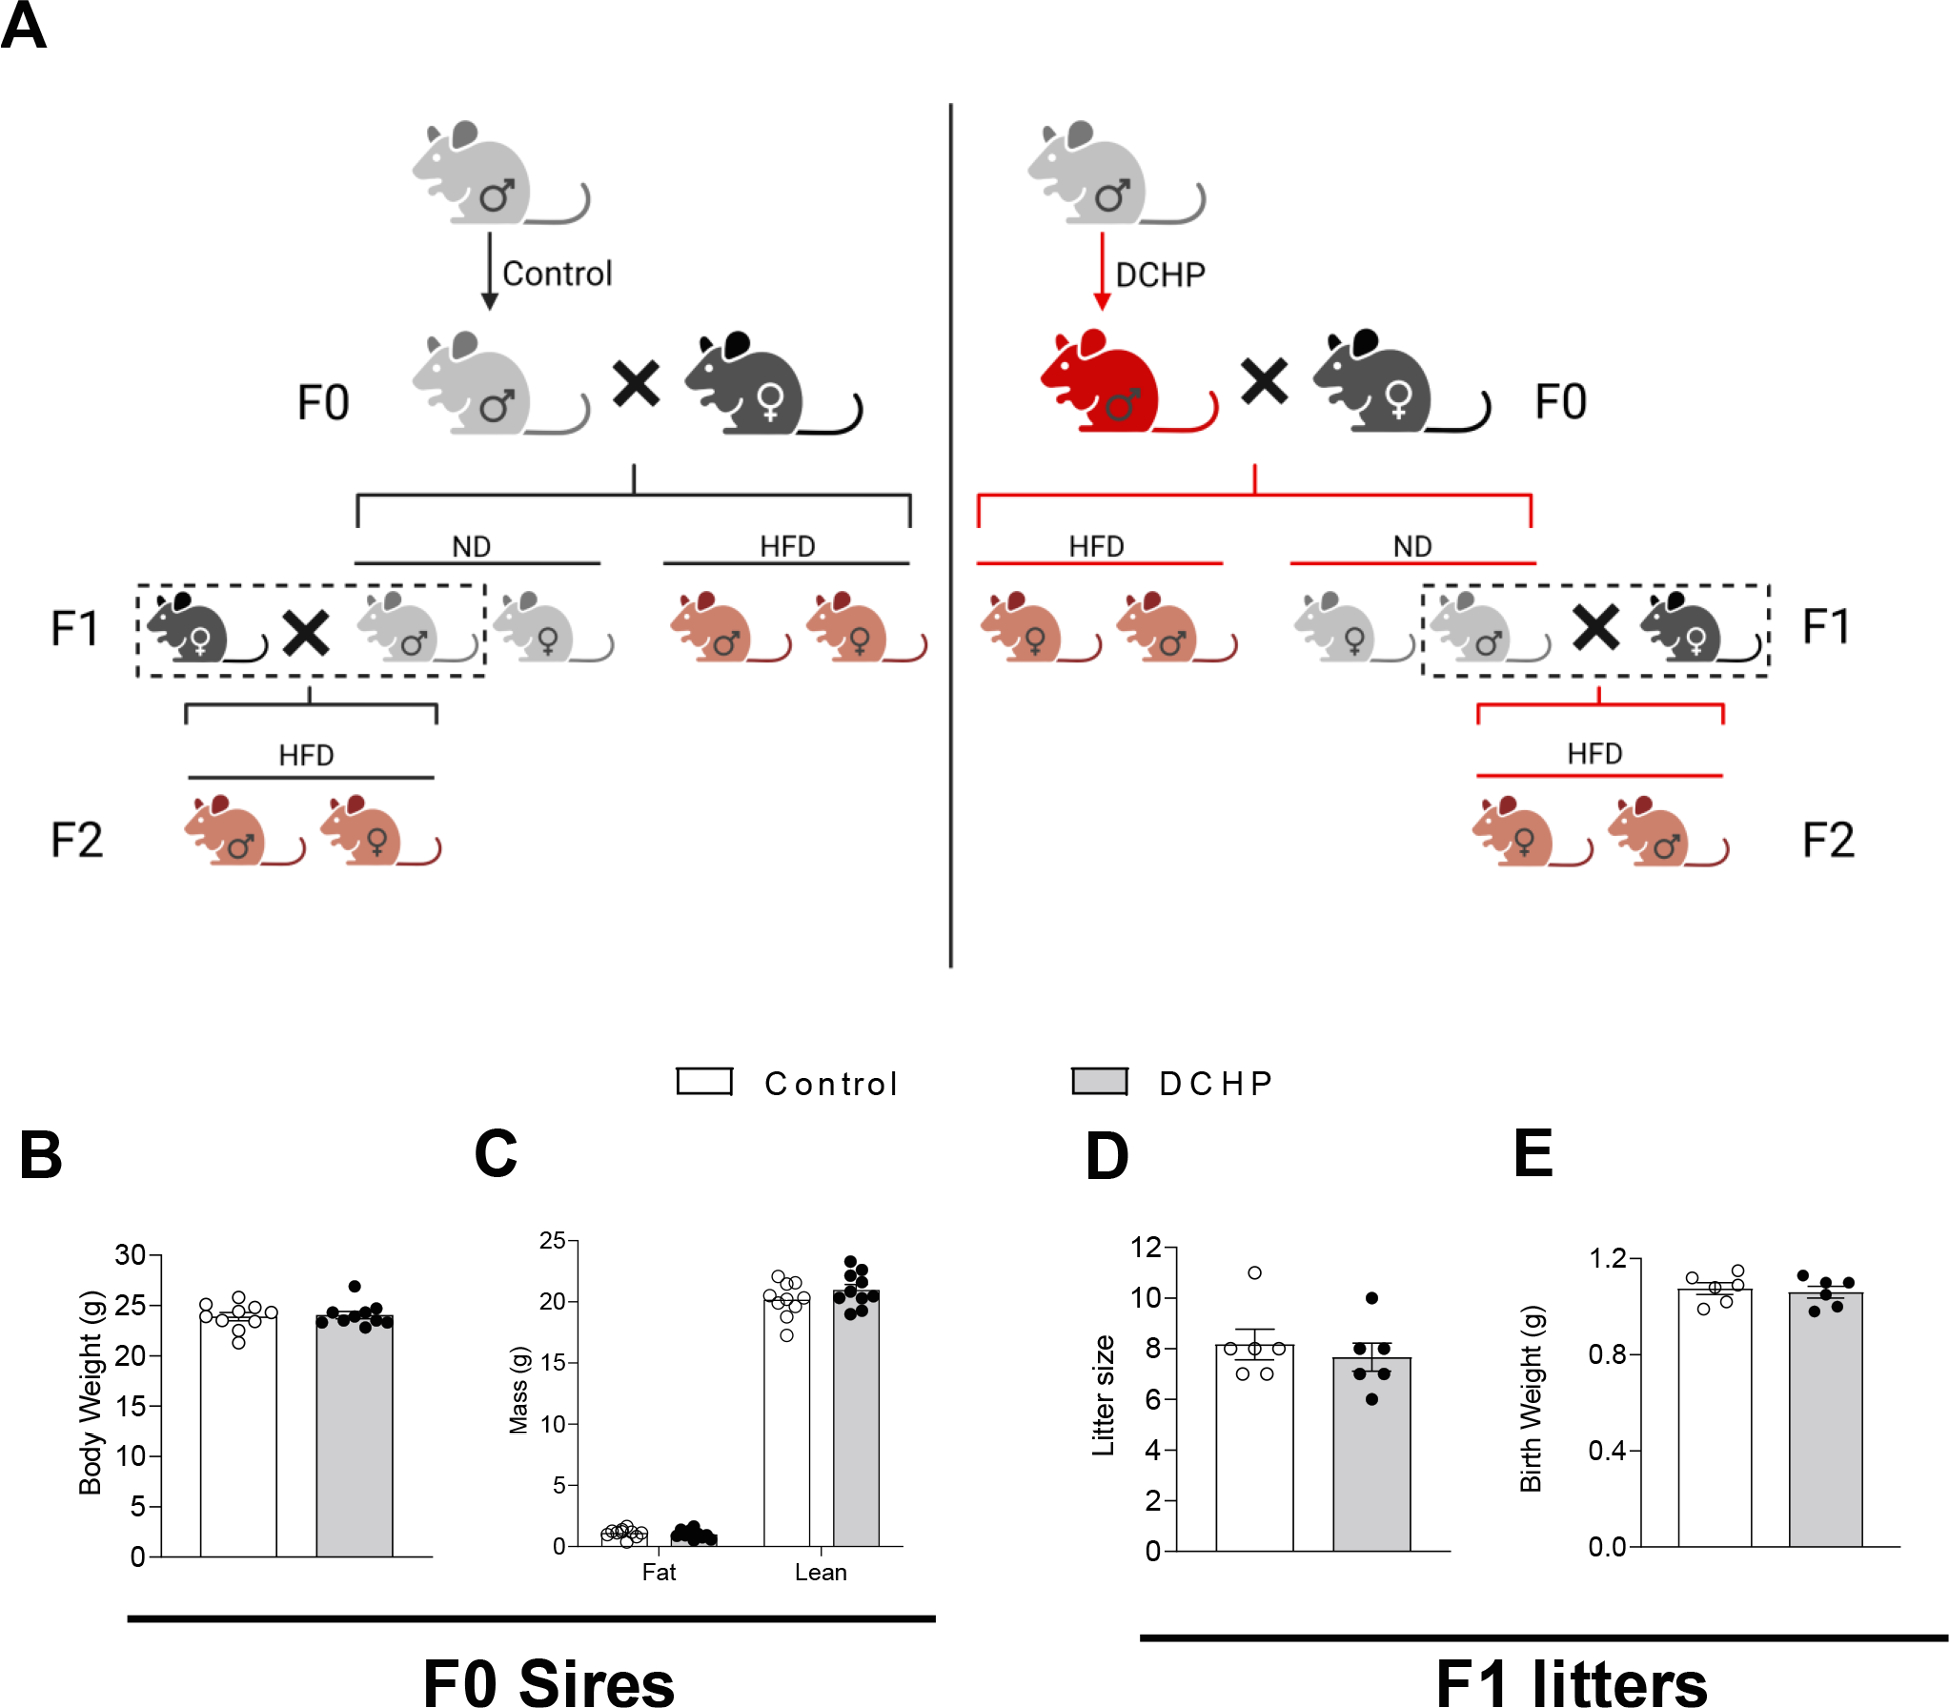
Scheme of paternal DCHP exposure study and the impact of DCHP exposure on F0 sires and F1 litters. (A) Eight-week-old male C57BL/6 wild-type (WT) mice were treated with vehicle control or 10 mg/kg/day of DCHP by oral gavage for 4 weeks. Control or DCHP-exposed male mice were mated with 12-week-old unexposed female WT mice. The F1 offspring were weaned at 3-week-old and were fed a normal chow diet (ND) or a high-fat diet (HFD) for 9 weeks. ND-fed male F1 mice then mated with 12-week-old unexposed female WT mice to generate F2 offspring that were also fed HFD for 9 weeks after weaning. (B and C) The impact of DCHP exposure on body weight (B) and lean and fat mass (C) of F0 sires (n = 9–10, two-sample, two tailed Student’s *t*-test). (D and E) The impact of paternal DCHP exposure on the litter size (D) and average birth weight (E) of F1 offspring (n = 6, two-sample, two tailed Student’s *t*-test).

**Fig. 2.**
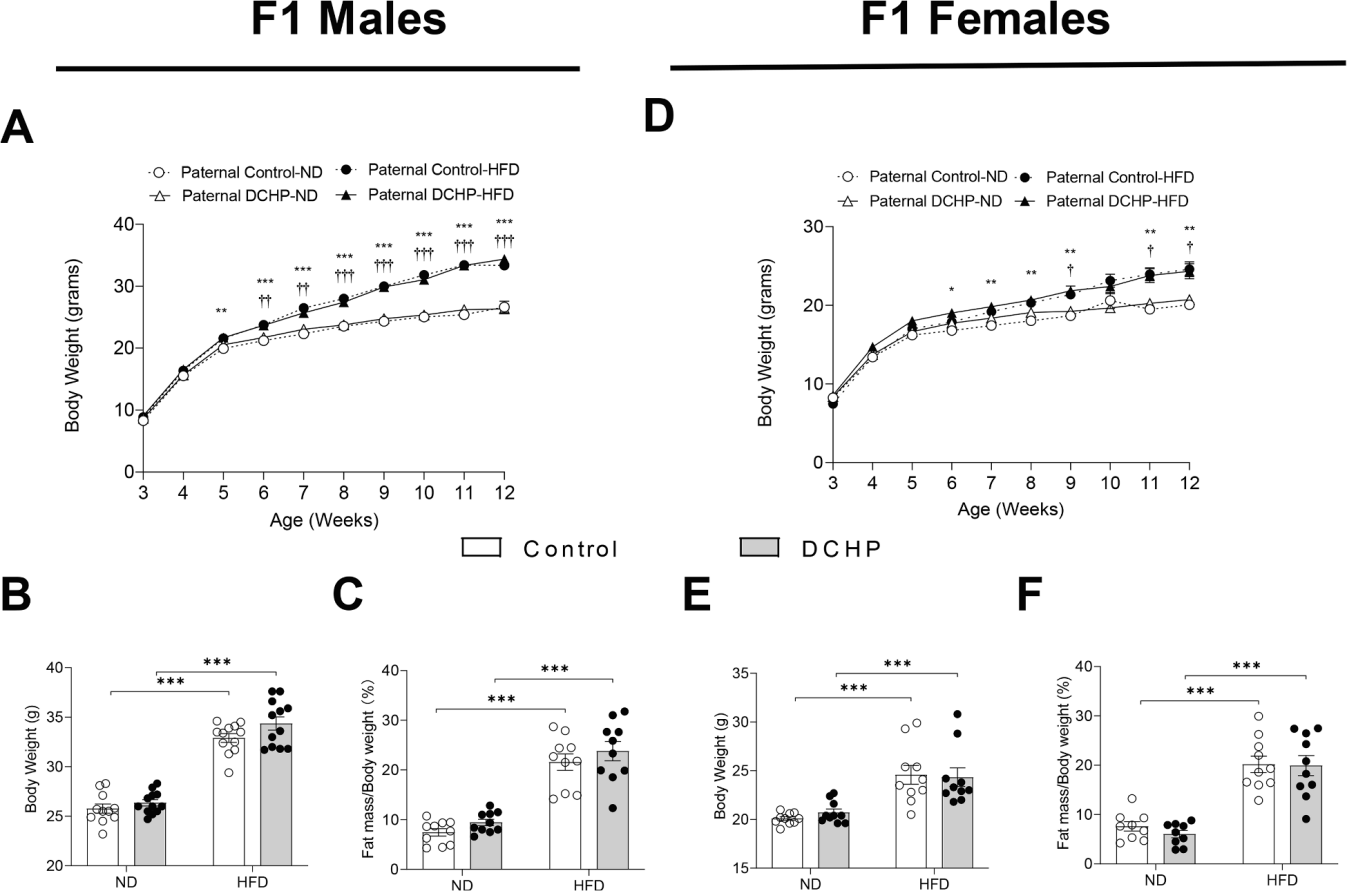
Paternal DCHP exposure does not affect diet-induced obesity in the F1 offspring. Eight-week-old male WT mice were treated with vehicle control or 10 mg/kg/day of DCHP by oral gavage for 4 weeks. F1 descendants of control or DCHP-exposed sires were fed a ND or HFD for 9 weeks. Growth curve (A and D), final body weight (B and E), and fat mass (percentage of body weight) (C and F) of male and female F1 mice were measured (n = 9–12, two-way *ANOVA* followed by Bonferroni’s multiple comparison test). Statistically significant differences between ND and HFD fed F1 mice from control sires were indicated with * (*P < 0.05, **P < 0.01, and ***P < 0.001). Statistically significant differences between ND and HFD fed F1 mice from DCHP sires were indicated with † (†*P* < 0.05, ††*P* < 0.01, and †††*P* < 0.001).

**Fig. 3.**
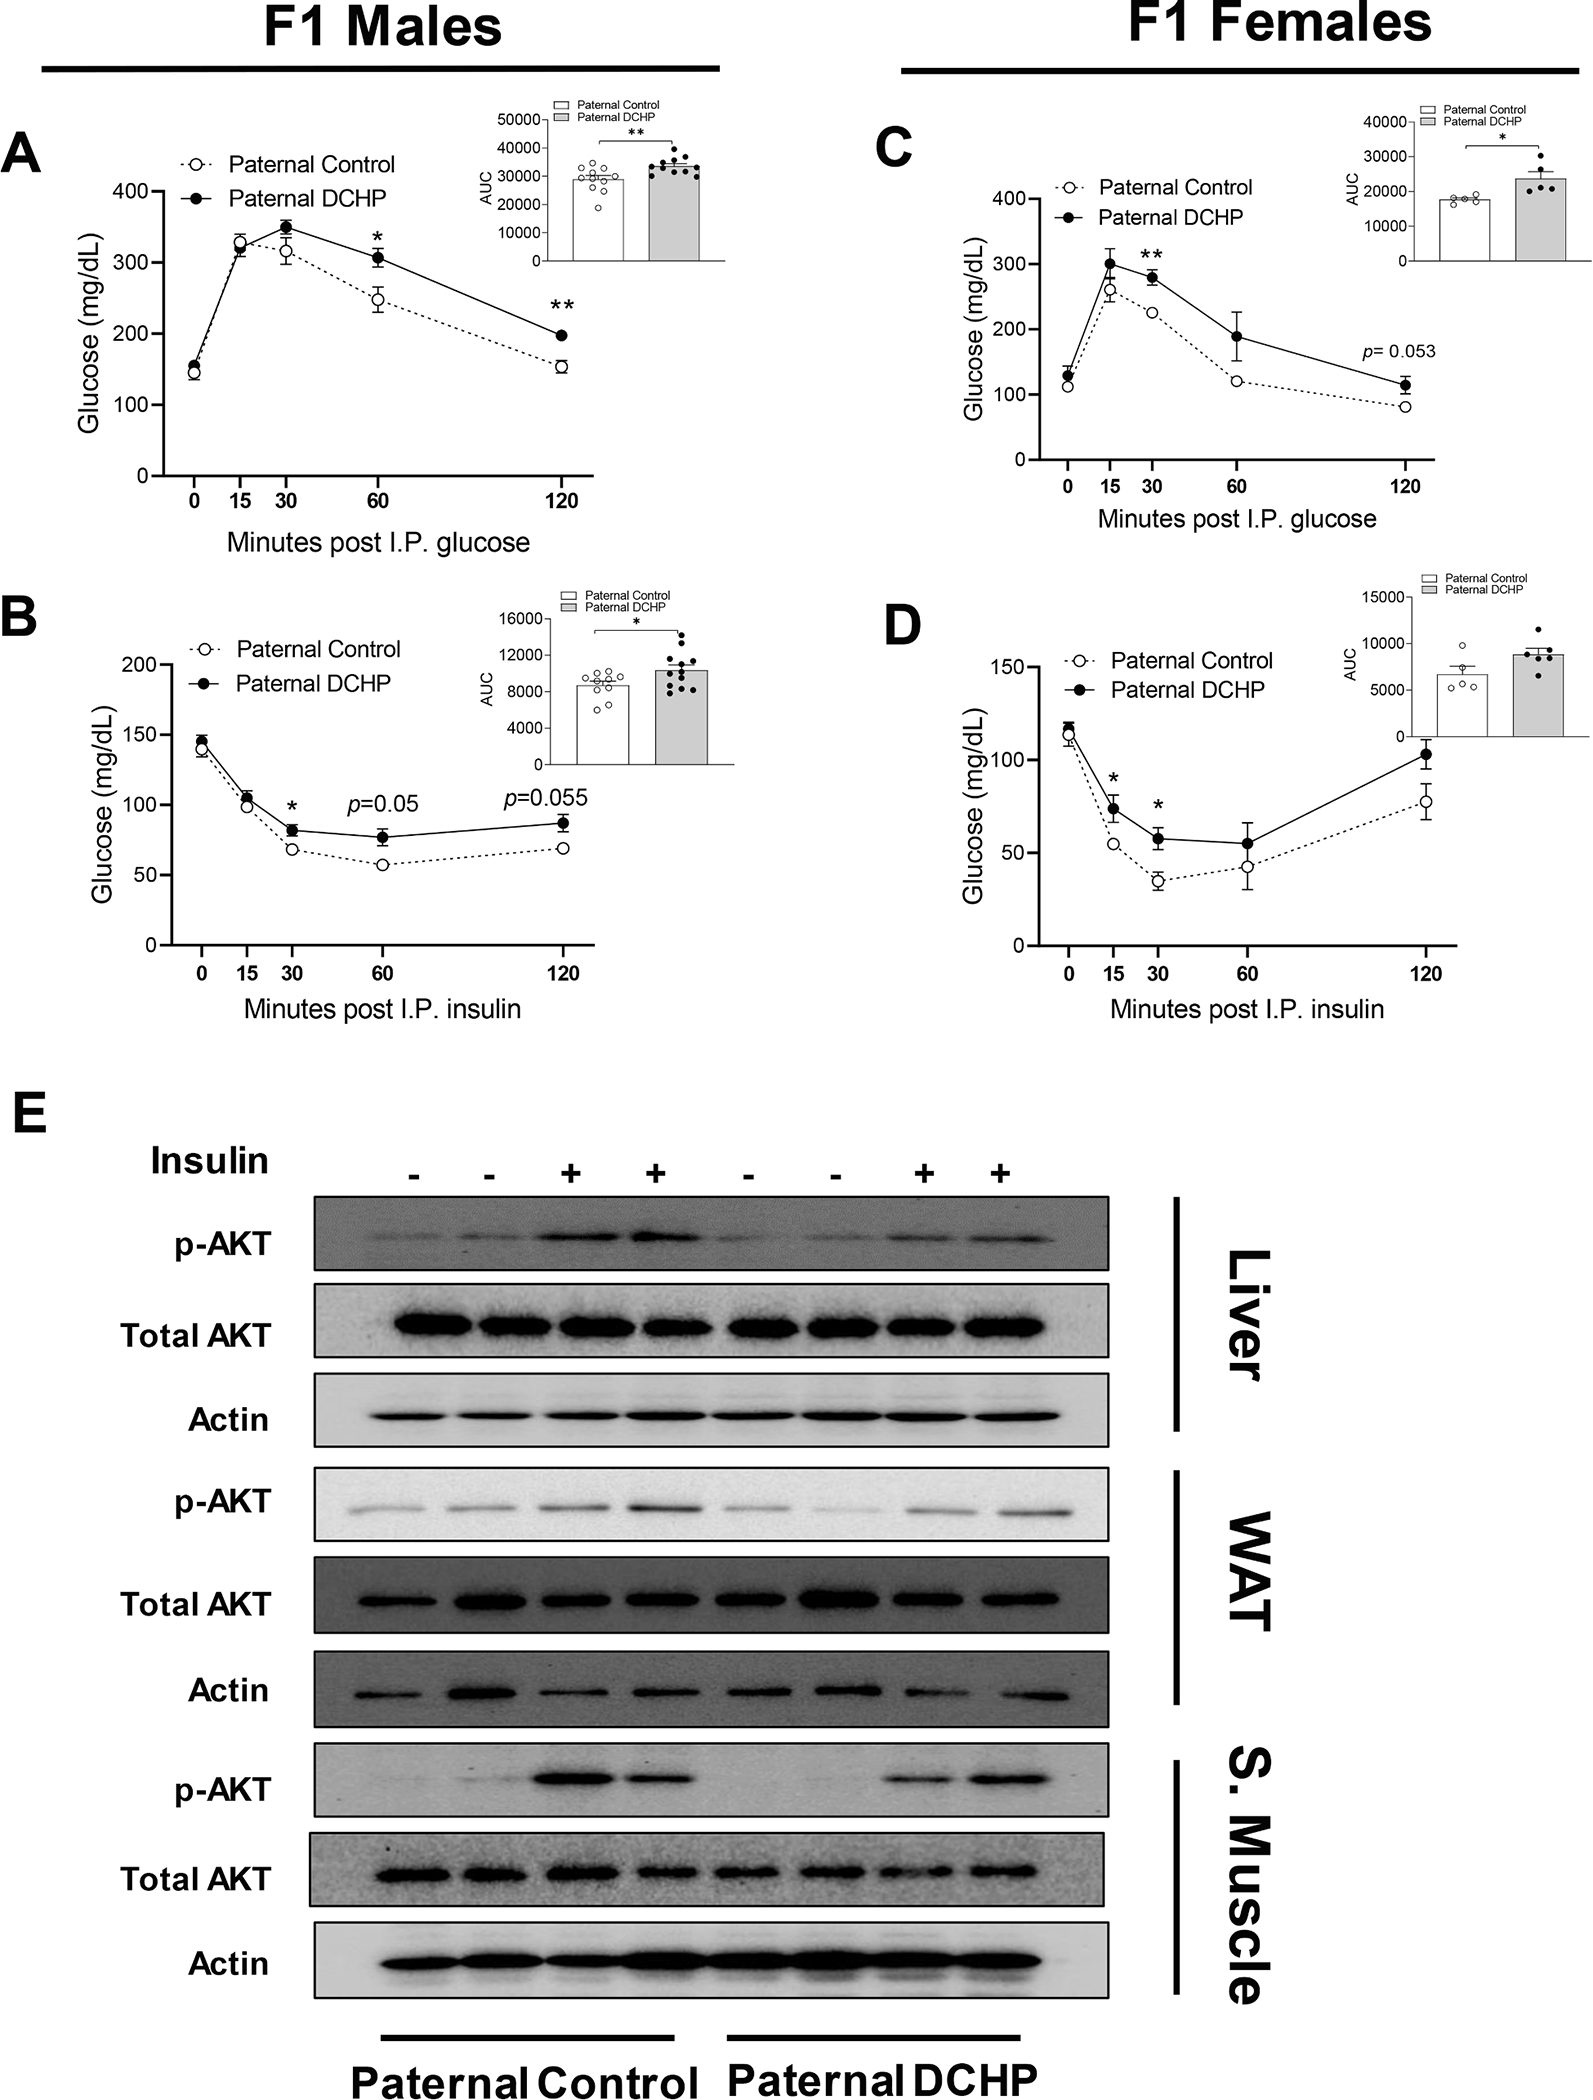
Paternal DCHP exposure leads to exacerbated diabetic phenotypes and impaired insulin signaling in HFD-fed F1 offspring. Eight-week-old male WT mice were treated with vehicle control or 10 mg/kg/day of DCHP by oral gavage for 4 weeks. F1 descendants of control or DCHP-exposed sires were fed a HFD for 9 weeks. (A-D) Glucose tolerance test (GTT) and the area under the curve (AUC) of GTT (A and C), and insulin tolerance test (ITT) and AUC of ITT (B and D) in HFD-fed F1 male and female offspring (n = 5–12, two-sample, two tailed Student’s *t*-test, *P < 0.05 and **P < 0.01). (E) Immunoblotting of phosphorylated Akt and total Akt levels in the liver, white adipose tissue (WAT), and skeletal muscle of F1 male mice injected with saline or 0.35 units/kg body weight insulin (n = 3).

**Fig. 4.**
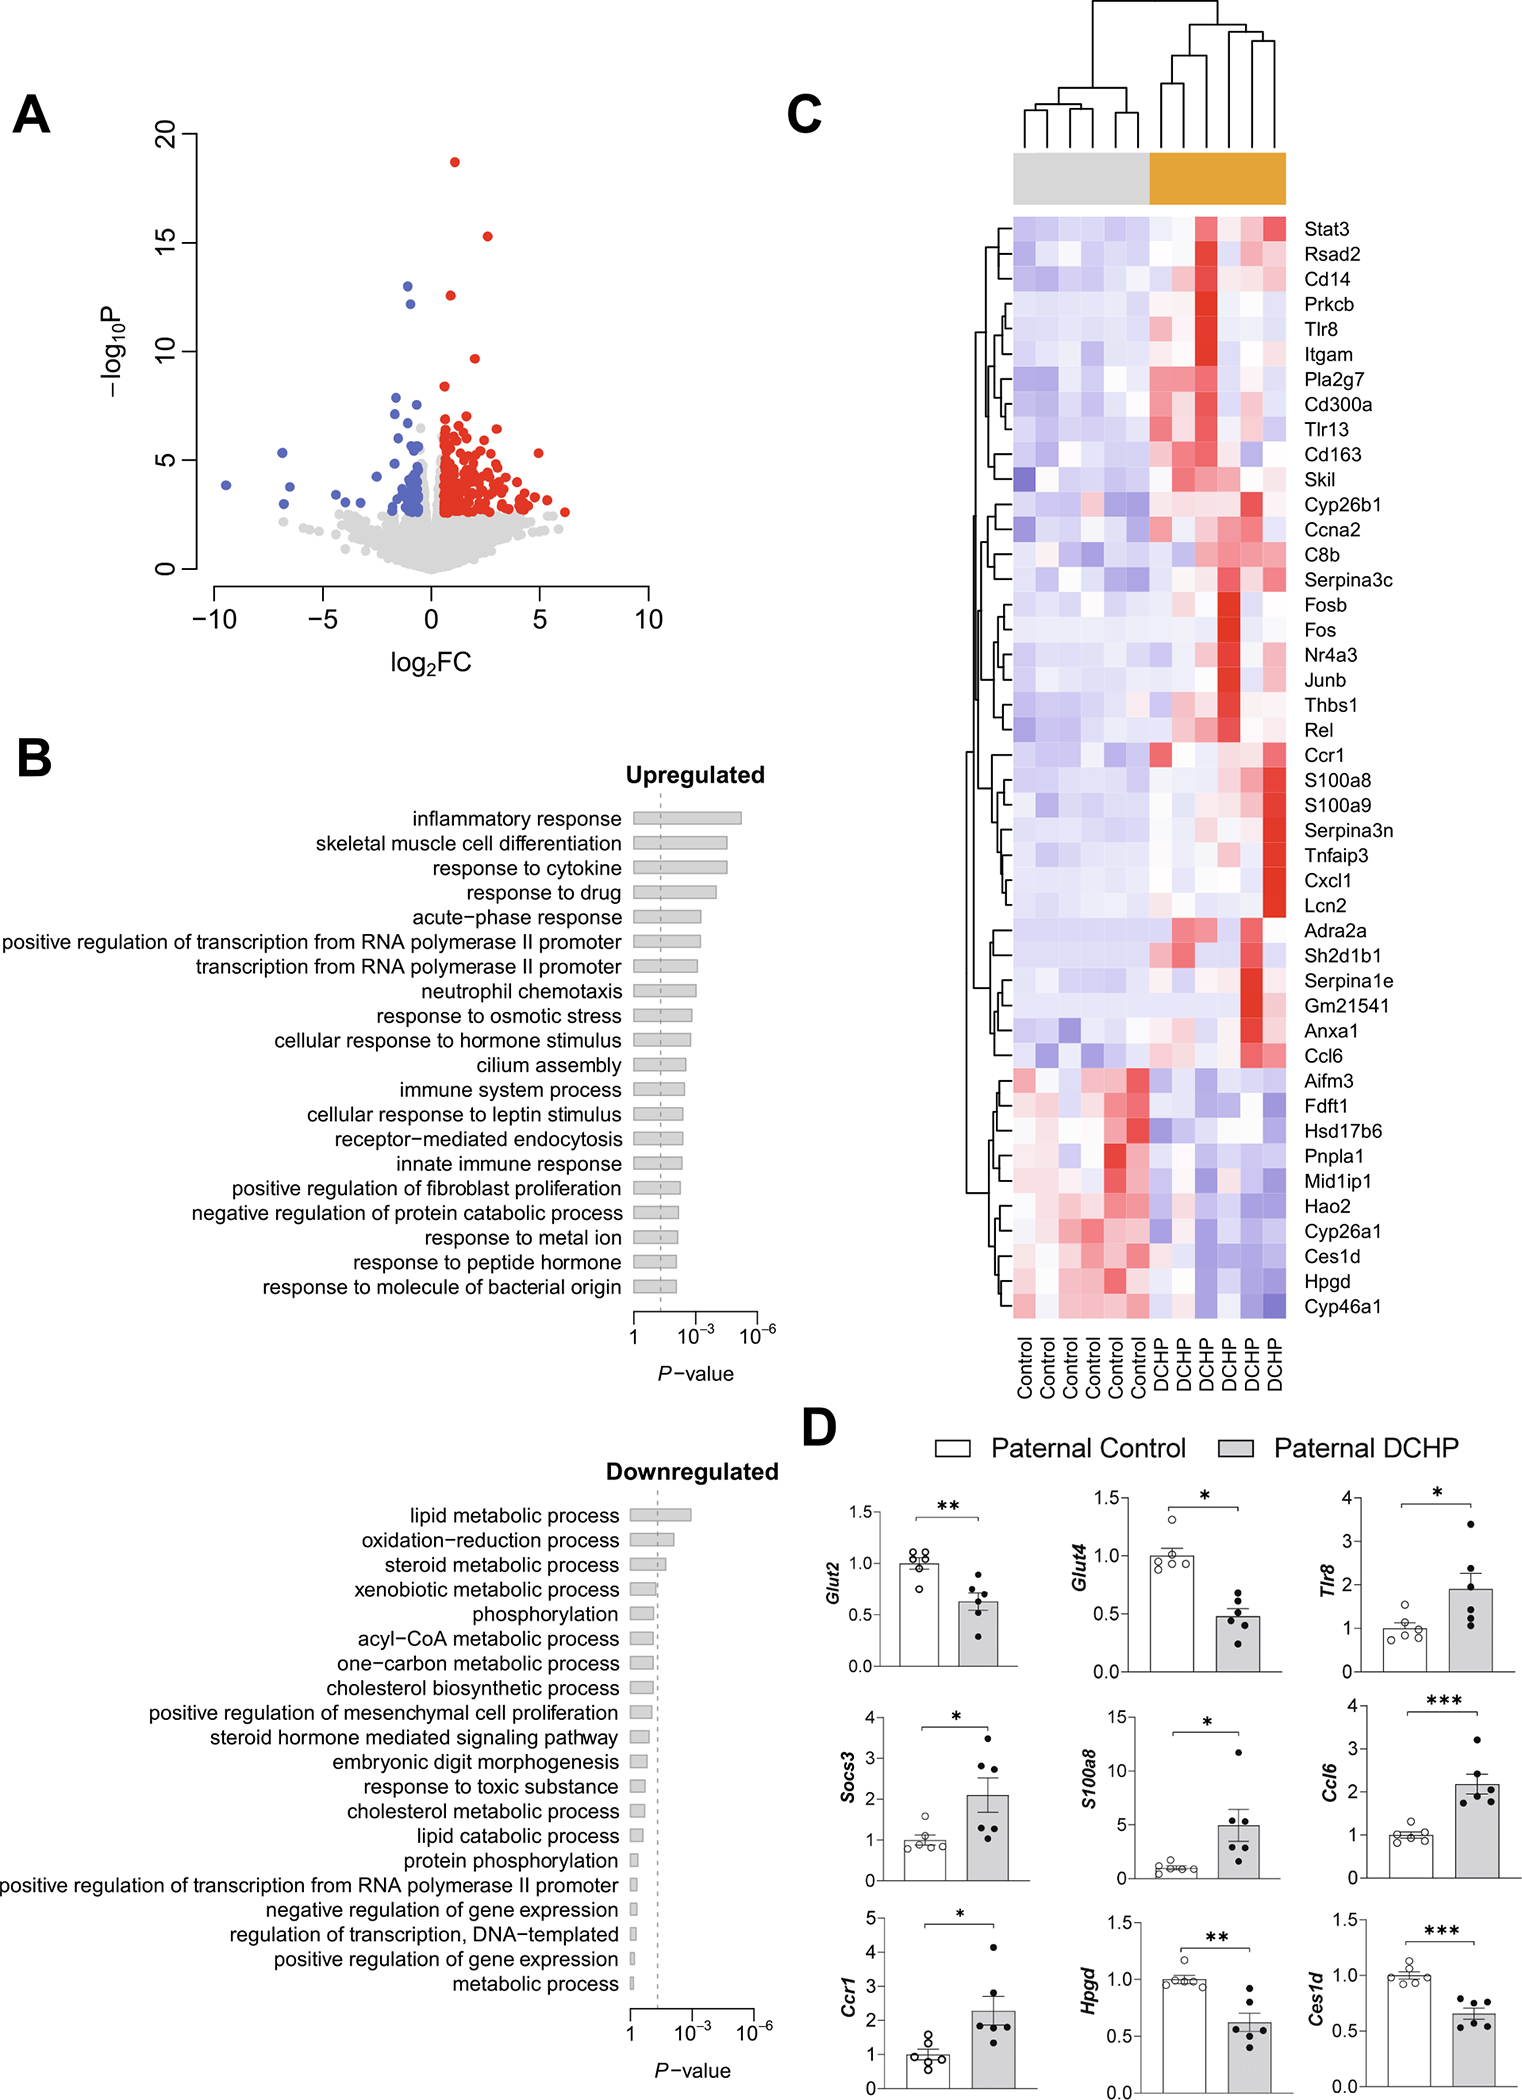
Paternal DCHP exposure alters hepatic transcriptome in F1 male offspring. Eight-week-old male WT mice were treated with vehicle control or 10 mg/kg/day of DCHP by oral gavage for 4 weeks. F1 descendants of control or DCHP-exposed sires were fed a HFD for 9 weeks. Total RNAs were extracted from the liver of F1 male mice for RNA-seq analysis. (A) Volcano plot of differentially expressed genes (DEGs) between F1 descendants of DCHP-exposed sires and F1 descendants of control sires. Colored dots represent the up-regulated (red) and down-regulated (blue) hepatic DEGs of F1 offspring with a false discovery rate (FDR) < 0.1 and a fold change (FC) > 1.5 as a cut-off threshold. (B) Gene Ontology (GO) Biological Process terms associated with the hepatic DEGs of F1 offspring. The *P*-values were computed by *Fisher*’s exact test. The vertical dash line indicates the significance level of *α* = 0.05. The y-axis displays the GO terms while the x-axis displays the adjusted *P*-values. (C) Heatmap representation of DEGs involved in the GO Biological Processes of “inflammatory response”, “lipid metabolism process”, “cellular response to leptin stimulus”, “immune system process”, “oxidation–reduction process’, “neutrophil chemotaxis”, “response to cytokine’, and “ cellular response to hormone stimulus” shown in panel B. Each row shows one individual genes and each column shows a biological replicate of mouse. Red represents relatively increased gene expression while blue denotes downregulation. (D) QPCR analyses of representative hepatic genes of F1 offspring (n = 6, two-sample, two tailed Student’s *t*-test, *P < 0.05, **P < 0.01, and ***P < 0.01). (For interpretation of the references to colour in this figure legend, the reader is referred to the web version of this article.)

**Fig. 5.**
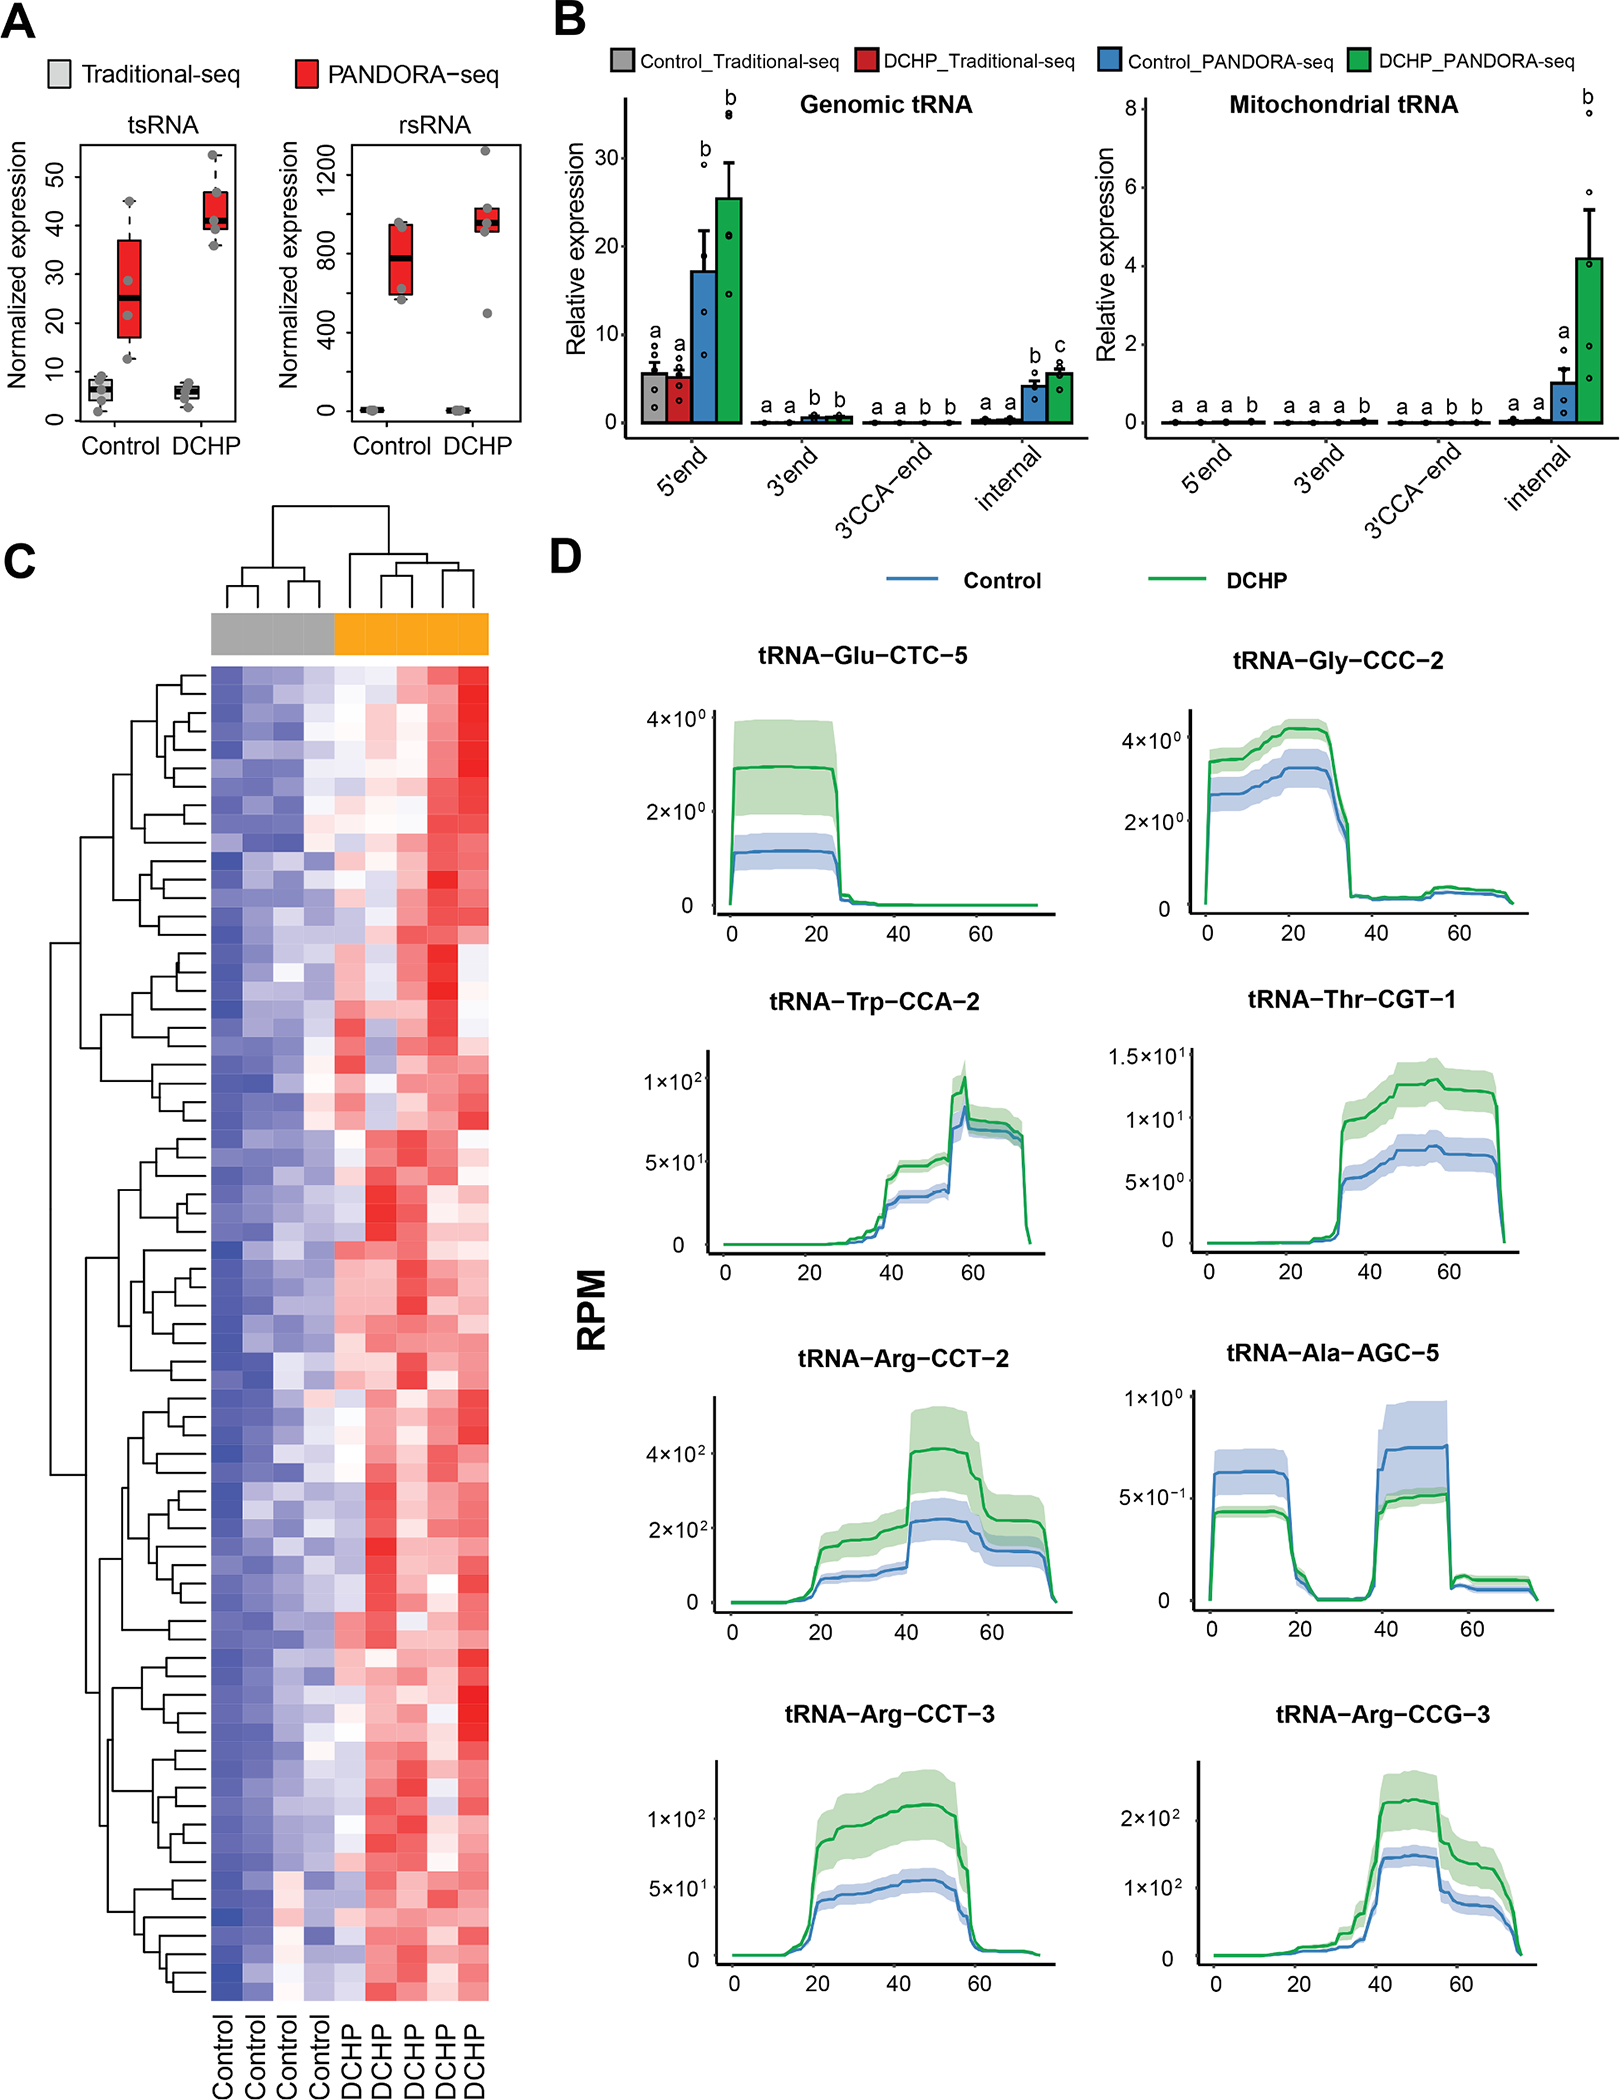
PANDORA-seq identifies significantly changed tsRNAs and rsRNAs in the sperm of DCHP treated sires. Eight-week-old male WT mice were treated with vehicle control or 10 mg/kg/day of DCHP by oral gavage for 4 weeks. Total RNAs were isolated from the sperms of F0 male mice and used for PANDORA-seq or traditional small RNA sequencing. (A) Normalized tsRNA and rsRNA (normalized to miRNAs) under traditional-seq and PANDORA-seq protocols. (B) tsRNA responses to traditional-seq and PANDORA-seq corresponding to different origins (5′ tsRNA, 3′ tsRNA, 3′ tsRNA-CCA end, and internal tsRNAs). The y axes represent the relative expression levels compared with total reads of miRNAs. Statistical significance was determined by two-sided one-way ANOVA with uncorrected Fisher’s LSD test. Bars bearing different letters above were significantly different from each other (*P* < 0.05). All data are plotted as means ± SEM (n = 4–5 in each group). (C) Relative expression heatmap of the differentially expressed tsRNAs and rsRNAs in the sperm of control or DCHP-exposed mice detected by PANDORA-seq (n = 4–5). Each row shows one individual tsRNA or rsRNA and each column shows a biological replicate of mouse. Red represents higher relative expression while blue denotes lower relative expression. (D) Dynamic responses to vehicle control or DCHP of representative individual tsRNAs detected by PANDORA-seq. The solid curves indicate the mean reads per million (RPM) values for the control and DCHP-exposed groups. The colored bands represent the 95 % confidence interval (n = 4–5). (For interpretation of the references to colour in this figure legend, the reader is referred to the web version of this article.)

**Fig. 6.**
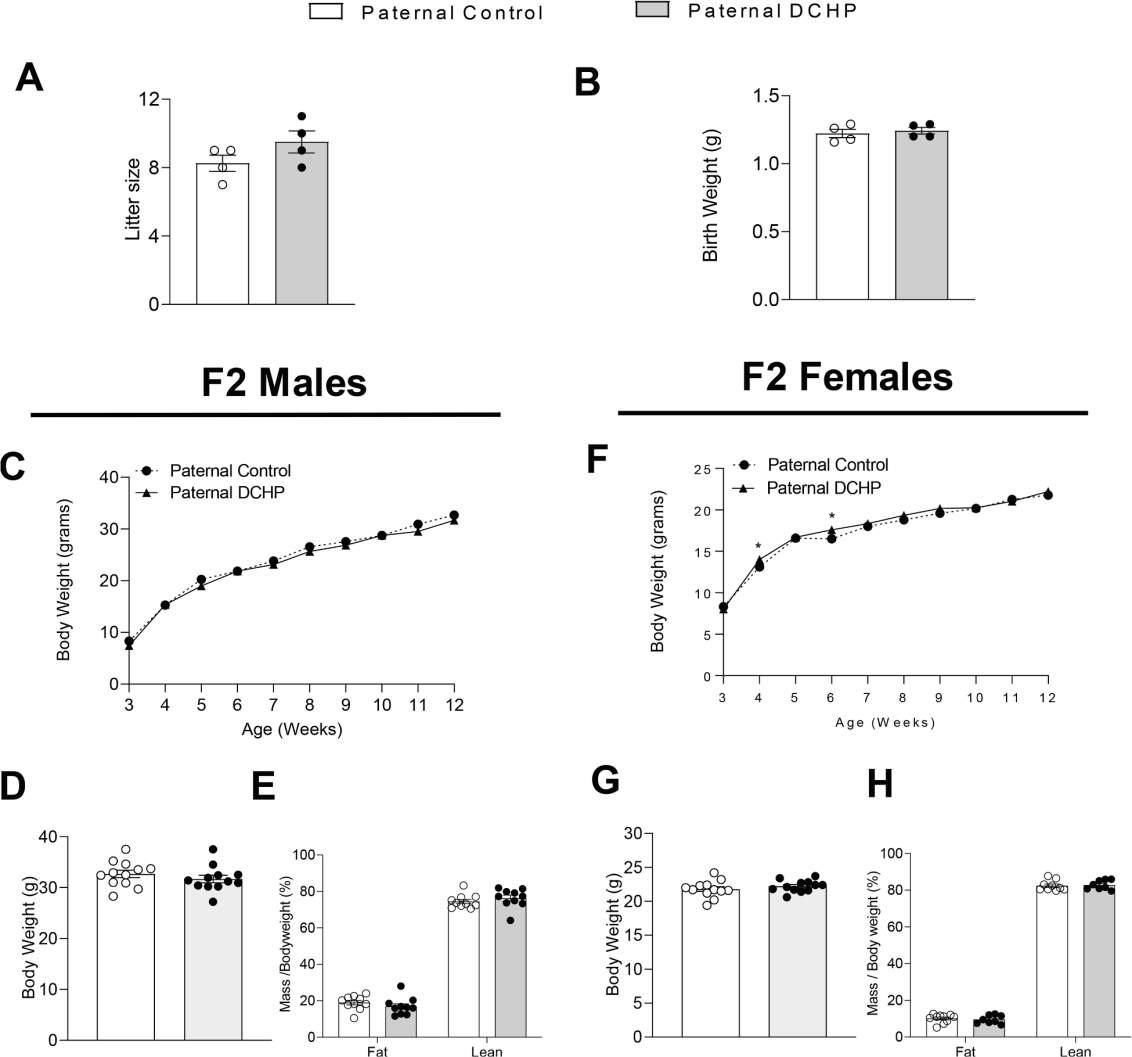
Paternal DCHP exposure does not affect the litter size, birth weight, and growth curves of F2 offspring. F2 descendants of control or DCHP-exposed sires were fed a HFD for 9 weeks. Litter size (A) and average birth weights (B) of the F2 mice (n = 4). The growth curves, final body weight, and lean and fat mass (percentage of body weight) of the F2 male (C-E) and female (F-H) offspring (n = 8–12, two-sample, two tailed Student’s *t*-test, *P < 0.05).

**Fig. 7.**
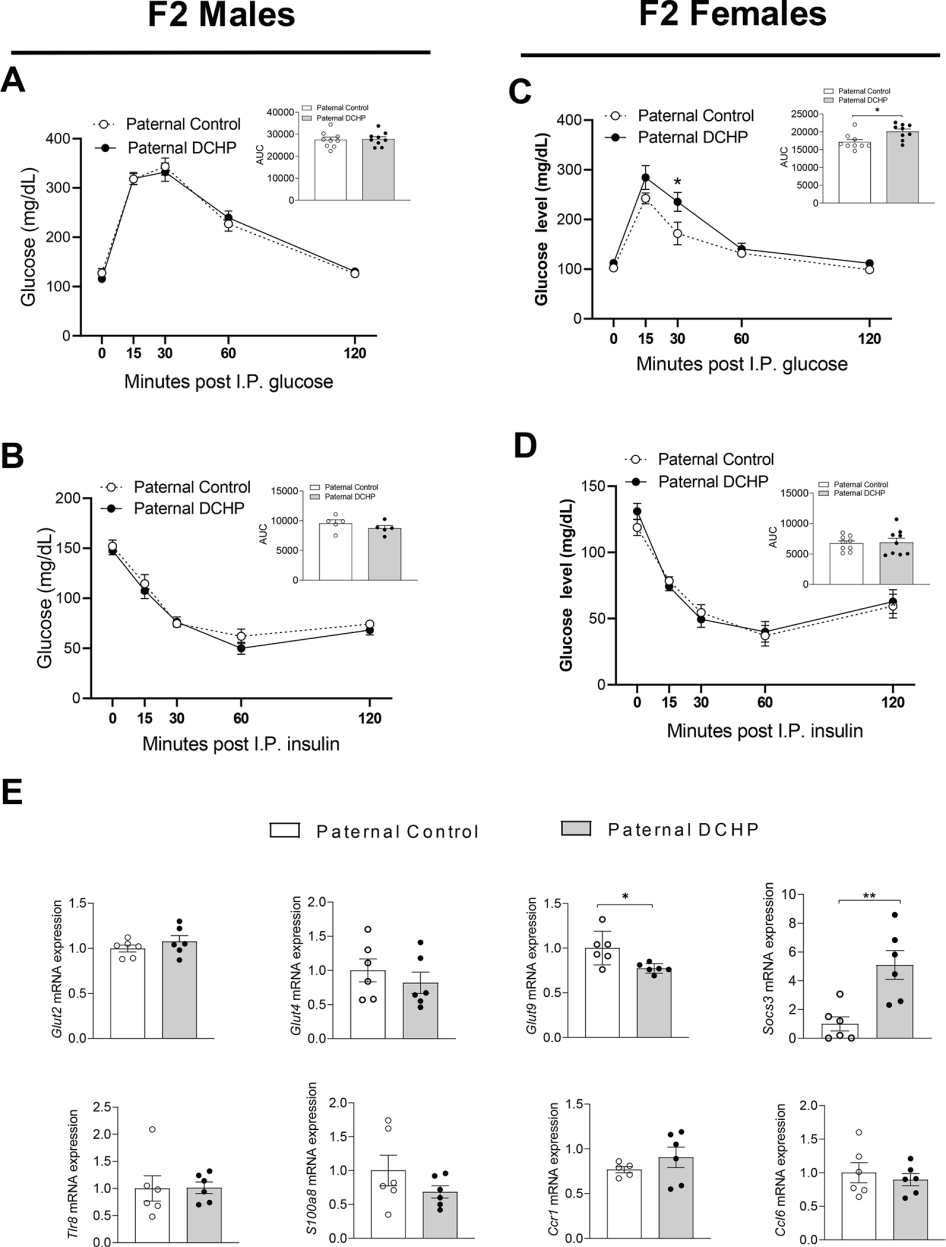
Paternal DCHP exposure elicits sex-specific transgenerational effects in F2 offspring. F2 descendants of control or DCHP-exposed sires were fed a HFD for 9 weeks. (A-D) Glucose tolerance test (GTT) and the area under the curve (AUC) of GTT (A,C), and insulin tolerance test (ITT) and AUC of ITT (B,D) in HFD-fed F2 offspring (n = 5–9, two-sample, two tailed Student’s *t*-test, *P < 0.05). (E) QPCR analyses of hepatic gene expression of F2 female mice (n = 6, two-sample, two tailed Student’s *t*-test, *P < 0.05 and ** P < 0.01).

## Data Availability

Data will be made available on request.

How the deposited data were processed for this re-analysis (not part of the article)

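Sperm small RNA of vehicle-treated and DCHP-exposed mice was measured in 19 libraries: PANDORA-seq of 4 control and 5 DCHP samples, and traditional RNA-seq of 5 control and 5 DCHP samples. For each library, the authors deposited counts of reads: every distinct sequence with the number of cleaned reads that had it, at lengths of 15 to 45 nt, without normalization, annotation or molecular identifiers. The paper's text does not give the settings of adapter removal and quality filtering. The paper states that the reads were analysed with SPORTS1.1 with 1 mismatch allowed. Control or DCHP status was taken from the library names and the paper, since the labels give DCHP as the treatment of every library. Neither the labels nor the paper give a sequencing or library batch.

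The following was computed from these counts. Each distinct sequence was matched to small RNA genes of GRCm38 with bwa 0.7.19, on the sense strand with at most 1 mismatch, and was assigned to 1 class in the order miRNA, rRNA, tRNA and other small RNA. The reference held 2198 miRNA hairpins, without 4 that hold a tRNA locus, 351 5S rRNA genes, 2 5.8S rRNA genes, an 18S rRNA, the mitochondrial 12S and 16S rRNAs, 22 mitochondrial tRNAs, 10 of the 408 nuclear tRNA loci listed by RefSeq and 3532 other small RNA genes. The 18S rRNA was the annotated transcript CT010467.1, read on the strand that carries the rRNA sequence. The other nuclear tRNAs, the 28S and 45S rRNAs and mature miRNA sequences were not used here, so total tsRNA and rsRNA are lower bounds of those classes, and reads of the missing genes are among the unmatched reads. A tRNA was matched with its CCA tail. Reads on hairpins were counted as miRNA at every length, since the paper normalizes to total miRNA. A narrower total, of hairpins of which at least 50% of the reads were 20 to 24 nt long, was added as an alternative after the read lengths had been seen; 425 of the 1981 hairpins with reads met it.

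Ratios to miRNA reads and reads per 1000000 total reads (RPM) were compared between groups with two-sided exact permutation tests of the difference of means, and the difference between the methods in the effect of DCHP was tested by permuting exposure within each method. Benjamini-Hochberg adjustment was made over 16 comparisons of tsRNA origins, 20 of rRNA precursors, 28 of library composition and 31 tRNA genes. Single sequences were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 on the counts as deposited, within each method, over the 20000 sequences with the highest mean expression per miRNA read, with the miRNA total as library size. Calls had a Benjamini-Hochberg adjusted p below 0.1 and a fold change above 2, the thresholds of the paper. The interaction of method and exposure was tested with edgeR over the 6668 sequences that were among those of both methods. By a rule set before the data were examined, each rRNA precursor and tsRNA origin was to be reported, and single sequences and the tRNAs of Fig. 5D were to be named; the results of those sequences and tRNAs are not reported here. mt-Th was singled out after its values were seen.

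The total miRNA count has a counting error of 0.0337% to 0.189% per library. Tested on simulated counts with 200 of 20000 sequences changed 8-fold, edgeR recovered 100% of the changed sequences in both methods. Of its calls, 9.09% and 5.66% were false in PANDORA-seq and traditional RNA-seq. DESeq2 recovered 99.5% and 100% with 26.3% and 19.0% false calls. These counts were simulated with a dispersion (variation between libraries beyond counting error) of 0.2. The common dispersion that edgeR estimated in the libraries was higher, 0.259 in PANDORA-seq and 0.472 in traditional RNA-seq. Recovery at those dispersions was not tested. The SAM statistic recovered 12.5% and 36.5% on the linear scale, with 16.7% and 2.67% false calls. On the log2 scale it recovered 100% in both methods, with 11.1% and 6.54% false calls. No 2 libraries of a group were one library deposited again: over 36 pairs, the smallest chi-square per degree of freedom was 1092.

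Groups share replicate numbers, and it was checked from the counts whether the numbers pair the libraries. Deviations from the group means correlated with r from 0.181 to 0.419 in all 5 pairs of DCHP libraries of the same number between methods, and these were taken as paired. The paper and the labels do not say what the numbers stand for. The tests of the difference between methods in the DCHP effect on total tsRNA, total rsRNA and mt-Th did not use the DCHP pairs. For control libraries between methods, r was over 0.1 in 1 of 4 pairs, and for control and DCHP libraries of the same number within a method in 1 of 4 and 2 of 5 pairs, and these were not taken as paired.

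Alternatives set before the data were examined were other denominators, a minimum of 2 reads, reads of 18 to 45 nt, log2 ratios, other assignments of origins, a replicate block, other normalizations, DESeq2 1.42.0, the SAM statistic of the paper in an own implementation, 5000 sequences, sequences with at least 10 reads in at least 4 libraries, other thresholds, and each replicate left out. The narrower miRNA total, exact matches, mt-Th reads with 2 G before the gene and the robust edgeR fit were added after seeing the data. So were the alternatives of the mt-Th reads and of the detected sequences, and leaving out libraries in the interaction of single sequences. Pairing the DCHP libraries for origins and rRNA precursors, and total reads as denominator of rRNA precursors, were also added after seeing the data. Python 3.11.15, NumPy 2.4.6, blastn 2.17.0 and matplotlib 3.10.9 were also used.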

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

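In this part, the tests of the other mitochondrial tRNAs and of the 2 single libraries were fixed before their values were seen, and the other tests were chosen after the result was seen.

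Reads of the mitochondrial tRNA mt-Th, which is not among the tRNAs drawn in the paper, were higher in DCHP than in control by PANDORA-seq, 3951 ± 2126 (SD, n = 5) against 1015 ± 698 (SD, n = 4) RPM, 3.89-fold (two-sided exact permutation test, p = 0.0397). All 5 DCHP libraries were above every control library, the lowest at 1804 and the highest control at 1762 RPM. After Benjamini-Hochberg adjustment over the 31 tRNA genes tested, the p was 0.943 (exact), and without any 1 of the control libraries the exact p was between 0.0536 and 0.0893, with folds from 3.03 to 5.16. By traditional RNA-seq the difference was 1.26-fold (exact p = 0.357), from 1.15-fold to 1.63-fold with single libraries left out, the highest without control replicate 5 (exact p = 0.0397), and the effects of the 2 methods differed by 1.83 on the log2 scale (exact permutation test, p = 0.112), so a difference between the methods is not shown. That test permuted exposure within each method and did not use the replicate pairs of the DCHP libraries. Several technical explanations are argued against. The miRNA total is not the cause, since the 3.89-fold difference is in RPM. More mitochondrial RNA of every kind would leave mt-Th reads per mitochondrial rRNA read unchanged, and these were 3.60-fold higher (exact p = 0.0317). A change of all mitochondrial tRNA fragments would raise the other 21 with reads, which together were 1.15-fold higher (exact p = 0.540), and mt-Th per read of them was 2.71-fold higher (exact p = 0.0476). Depth did not differ, with 1.02-fold total reads (exact p = 0.937). Chance stays open, given the adjusted p, and so does a difference between library batches, for which there is no information. With the reads that carry 2 G before the gene counted too, the difference was 3.62-fold (exact p = 0.0556). That DCHP raises mt-Th fragments in sperm is a hypothesis from these data. Of all tsRNA reads in PANDORA-seq, mt-Th held 55.3% ± 25.6 (SD, n = 4) in control and 82.0% ± 10.4 (SD, n = 5) in DCHP; tsRNA reads other than mt-Th per miRNA read were 1.23-fold higher (exact p = 0.135).

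A single library stood apart from its group in 2 cases, where 96 groups of libraries were examined and 4.8 would stand apart by chance. In traditional DCHP replicate 2, nuclear internal tsRNA was 0.0116 reads per miRNA read, against 0.00206 to 0.00432 in the other 4 libraries. The miRNA total does not account for it, since it was 602 RPM, against 192 to 286 in the others. In traditional control replicate 2, 16.9% of the reads matched miRNA hairpins, against 4.54% to 7.81% in the other 4. The hairpin of Mir122 held 41.4% of its miRNA reads, against 1.77% to 21.2% in the others. One abundant hairpin is not the whole cause, since without Mir122 the share was 9.93%, above the 7.62% or less of the others. For both libraries, differences in sample preparation and between the animals stay open and were not tested.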

How the results depend on the processing

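The narrower miRNA total (hairpins with mostly 20 to 24 nt reads), exact matches, mt-Th reads with 2 G before the gene and the robust edgeR fit were chosen after the results were seen. So were the alternatives of the mt-Th reads and of the detected sequences, and leaving out libraries in the interaction of single sequences. Pairing the DCHP libraries for origins and rRNA precursors, and total reads as denominator of rRNA precursors, were also chosen after the results were seen. Of 642 values of the main comparisons reported, under all alternatives, 549 kept their direction and their side of the threshold or stayed within the limit of a change, 12 lost the threshold, 5 passed it, 18 changed direction and 58 counts moved by more than 1.5 times. Where no reason is given below, the cause was not tested.

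Higher tsRNA per miRNA read in PANDORA-seq than in traditional RNA-seq was the result that depended most on the denominator. The fold of 1.62 in control and 3.90 in DCHP became 0.130 and 0.281 relative to all reads annotated to a small RNA class, 0.314 and 0.674 relative to total reads, and 41.9 in control with the narrower miRNA total. In control it was 3.35 with exact matches and 0.753 with the mt-Th reads that carry 2 G before the gene, which in DCHP gave 1.85. In DCHP, exact matches gave a median of 0.930 tsRNA reads per miRNA read in PANDORA-seq and 0.0980 in traditional RNA-seq. With at most 1 mismatch, these medians were 0.368 and 0.109. With single libraries left out, the folds were from 1.39 to 1.95 in control and from 3.48 to 4.31 in DCHP. Most of the difference in DCHP was mt-Th, since the other tsRNAs were 0.0587 per miRNA read in PANDORA-seq and 0.0518 in traditional RNA-seq. Higher total rsRNA in PANDORA-seq kept its direction under every alternative tried, but its size depended on the denominator. The folds of 26.9 in control and 30.1 in DCHP became 2.13 and 2.23 relative to all annotated reads, 5.19 and 5.28 relative to total reads, and 668 and 685 with the narrower miRNA total. They were from 23.1 to 29.2 in control and from 27.3 to 32.5 in DCHP with single libraries left out. Of the rRNA precursors, the mitochondrial 12S and 16S rRNA changed direction relative to total reads, to 0.510-fold and 0.278-fold in control (exact permutation tests, adjusted p = 0.0353 for both) and 0.449-fold and 0.317-fold in DCHP (exact, adjusted p = 0.0227 for both).

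With the narrower miRNA total, the higher tsRNA per miRNA read after DCHP in PANDORA-seq was 2.77-fold. This was no longer past the threshold (exact permutation test, p = 0.111). Relative to total reads it was 2.86-fold, past the threshold before adjustment only (exact p = 0.0317, adjusted p = 0.0808 over 28 comparisons of library composition). With single libraries left out it was from 2.57-fold to 3.48-fold, the lowest without control replicate 3. Without control replicate 1 (2.85-fold) or 3, the exact p was 0.0536. In traditional RNA-seq, the tsRNA difference was 1.33-fold relative to total reads, past the threshold before adjustment only (exact p = 0.0476, adjusted p = 0.111). With single libraries left out it was from 1.08 to 1.52. The difference between the methods was from 0.83 to 1.50 on the log2 scale, the highest without traditional control replicate 2 and then past the threshold (exact p = 0.0402). rsRNA after DCHP had no settled direction. In PANDORA-seq, the fold of 1.03 became 0.997 relative to all annotated reads, 0.959 relative to total reads and 0.927 with the narrower miRNA total, and with single libraries left out it was from 0.975 (without control replicate 4) to 1.16, with 0.991 without control replicate 1 and 0.996 without DCHP replicate 3. In traditional RNA-seq it was from 0.790 to 1.01, the highest without DCHP replicate 5. The difference between methods of 0.11 became -0.20 with the narrower miRNA total, and was from -0.069 (without traditional DCHP replicate 5) to 0.45, with -0.02 without traditional control replicate 1 or 4.

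Of the tsRNA origins, 6 differed between methods, 10 relative to total reads (all 10 lower in PANDORA-seq) and 16 with the narrower miRNA total (all higher in PANDORA-seq). Counting the mt-Th reads that carry 2 G before the gene gave 4. With single libraries left out, from 3 to 8 origins differed, the lowest without any 1 of the traditional DCHP replicates. Mitochondrial internal tsRNA in control was 0.375-fold relative to total reads. Between DCHP and control, from 0 to 3 origins passed, the 3 without traditional control replicate 5 (4 of 16 had an unadjusted p below 0.05 with all libraries). In traditional RNA-seq, mitochondrial internal tsRNA after DCHP was from 0.941-fold, without control replicate 2, to 1.55-fold.

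The share of miRNA reads in PANDORA-seq relative to traditional RNA-seq in control was from 0.142-fold to 0.219-fold with single libraries left out, and not past the threshold without any 1 of the PANDORA-seq controls (exact p = 0.0714). After DCHP it was from 0.867-fold, past the threshold without control replicate 2 (exact p = 0.0179), to 0.941-fold in PANDORA-seq, where the narrower miRNA total gave 1.24-fold, and from 0.786-fold to 1.24-fold in traditional RNA-seq, the highest without control replicate 2.

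Against the 2 sequences called in PANDORA-seq (2 higher, 0 lower), edgeR called 0 with total reads as library size, with TMM normalization (1072 at an unadjusted p below 0.05) or without (1052), 0 at an adjusted p below 0.05 (1317 unadjusted), 1 among 5000 sequences and 65 with the narrower miRNA total (43 higher, 22 lower; 34 tsRNAs and 7 rsRNAs). DESeq2 called 142 with size factors from the miRNA totals (130 higher, 12 lower; 60 tsRNAs and 11 rsRNAs) and 90 with its own (75 higher, 15 lower; 42 tsRNAs and 6 rsRNAs), both sequences called by edgeR among them. The SAM statistic called 13 (7 tsRNAs and 1 rsRNA) on the linear scale and 358 (122 tsRNAs and 45 rsRNAs) on the log2 scale, all higher. With single libraries left out, from 0 to 4 were called, the 4 without DCHP replicate 5 and 0 without any 1 of the controls or DCHP replicate 1, 2 or 4 (from 802 to 1794 at an unadjusted p below 0.05), and 0 tsRNAs and 0 rsRNAs. In traditional RNA-seq, against 0 (722 unadjusted), DESeq2 called 20 (3 higher, 17 lower; 2 tsRNAs) with size factors from the miRNA totals and 145 (18 higher, 127 lower; 4 tsRNAs and 22 rsRNAs) with its own; 0 were called with any library left out. On simulated counts, a larger part of the calls was false with DESeq2 than with edgeR, 26.3% against 9.09% in PANDORA-seq. For the SAM statistic in PANDORA-seq, 11.1% of the calls were false on the log2 scale and 16.7% on the linear scale. It recovered 100% of the changed sequences on the log2 scale and 12.5% on the linear scale. The interaction of method and exposure gave 0 of 6668 sequences (334 unadjusted) with all libraries, with TMM normalization (444 unadjusted) and with any library left out.

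With at least 20 reads in place of 10, tsRNA sequences detected were 474 by PANDORA-seq and 1029 by traditional RNA-seq, of which 0 and 58 had no read in the other method, and rsRNA sequences were 12896 and 10250, with 4955 detected by both and 37 and 78 with no read in the other method. Fewer sequences reach the higher minimum by construction. With single libraries left out, the tsRNA sequences of PANDORA-seq without a traditional read were from 1 to 13 and the rsRNA sequences from 165 to 532, the highest of both without traditional DCHP replicate 4; 1 tsRNA was left without PANDORA-seq control replicate 4 or DCHP replicate 1, 3 or 4.

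The replicate numbers pair the DCHP libraries between methods. With the replicate block, higher tsRNA and rsRNA in PANDORA-seq after DCHP were 3.90-fold and 30.1-fold, with an exact p of 0.0625, the smallest that 5 pairs allow. Of the tsRNA origins, 0 of 16 then differed between methods after adjustment (3 had an unadjusted p below 0.05, all in control), and the 5 origins and 4 rRNA precursors called in DCHP all had an exact p of 0.0625. The 4 rRNA precursors called in control stayed past the threshold (exact, adjusted p = 0.0397). The other libraries share only a number. With the block there, the fold of tsRNA after DCHP in PANDORA-seq was 3.35 and that of rsRNA in control between methods 27.4 (exact p = 0.125 for both, the smallest that 4 pairs allow), and edgeR called 0 sequences in PANDORA-seq (864 unadjusted) and 10 in traditional RNA-seq (3 higher, 7 lower). With the replicate number within exposure as the block, the interaction called 0 sequences (82 unadjusted).

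Depth limits the sequences with few reads most: the miRNA totals are known to within 0.189%, while the rarest sequences detected rest on 10 reads in a library. The set of tRNA genes limits the total tsRNA more than the depth does.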

Differences from the paper's values

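In this part, the paper's values were read by eye from its figures, and the alternatives named as chosen after seeing the values are the tests added later.

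The paper's median tsRNA reads per miRNA read are about 6.5 and about 6 for traditional control and DCHP and about 25 and about 41 for PANDORA-seq control and DCHP (Fig. 5A), against 0.0817, 0.109, 0.140 and 0.368 here. The paper's median rsRNA reads per miRNA read are about 780 and about 960 for PANDORA-seq control and DCHP (Fig. 5A), against 23.5 and 26.7 here. None of the alternatives set before the data were examined closed any of these gaps. With the miRNA total limited to hairpins with mostly 20 to 24 nt reads, a setting chosen after seeing the values, the rsRNA median in PANDORA-seq control was 686, within the spread of the paper's about 780 (Fig. 5A), and the others still differed.

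For PANDORA-seq control and DCHP, the paper's mean nuclear 5′tsRNA per miRNA read is about 17 and about 25 (Fig. 5B), against 0.0131 and 0.0135 here; its nuclear internal tsRNA is about 4.2 and about 5.6 (Fig. 5B), against 0.00465 and 0.00556; and its mitochondrial internal tsRNA is about 1.0 and about 4.2 (Fig. 5B), against 0.0757 and 0.297. None of the alternatives set before the data were examined closed these gaps. With the miRNA total limited to hairpins with mostly 20 to 24 nt reads, chosen after seeing the values, mitochondrial internal tsRNA was 2.07 and 7.74, which no longer differs from the paper's about 1.0 and about 4.2 (Fig. 5B) by more than the spread of the libraries. Nuclear tsRNA here covers 10 of the 408 nuclear tRNA loci.

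Fig. 5C shows about 72 tsRNAs and rsRNAs that differ between control and DCHP by PANDORA-seq, against 0 here with edgeR at an adjusted p below 0.1, with 150 tsRNAs and 315 rsRNAs at an unadjusted p below 0.05. Of the alternatives set before the data were examined, DESeq2 gave 71 with size factors from the miRNA totals and 48 with its own, both within the limit of a difference. The SAM statistic, which the paper used, called 7 tsRNAs and 1 rsRNA on the linear scale and 122 and 45 on the log2 scale. The other alternatives set before the data were examined did not close the gap.

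The paper states that differential tsRNAs and rsRNAs were found by PANDORA-seq and not by traditional RNA-seq. Here edgeR called 0 tsRNAs and rsRNAs by either, with 16 tsRNAs and 77 rsRNAs at an unadjusted p below 0.05 by traditional RNA-seq. With DESeq2 and its own size factors, 4 tsRNAs and 22 rsRNAs were called by traditional RNA-seq, and with size factors from the miRNA totals 2 tsRNAs. By PANDORA-seq these gave 42 tsRNAs and 6 rsRNAs, and 60 and 11. The SAM statistic called 0 by traditional RNA-seq on either scale (smallest q 0.133 and 0.588), against 7 tsRNAs and 1 rsRNA on the linear and 122 and 45 on the log2 scale by PANDORA-seq, the direction the paper states. The paper draws nuclear 5′tsRNA higher in PANDORA-seq than in traditional RNA-seq (Fig. 5B). Here, over 10 of the 408 nuclear tRNA loci, it was 0.533-fold in DCHP (exact permutation test, adjusted p = 0.0254 after Benjamini-Hochberg adjustment) and 0.661-fold in control (exact p = 0.167). With the miRNA total limited to hairpins with mostly 20 to 24 nt reads, chosen after seeing the values, it was higher in PANDORA-seq, 11.7-fold in DCHP and 18.1-fold in control (exact permutation tests, adjusted p = 0.00907 for both). These folds leave out fragments of the other nuclear tRNAs, so they do not decide the direction for nuclear 5′tsRNA as a whole. The paper states that more tsRNAs are detected by PANDORA-seq. Of those matched here, 756 sequences were detected by PANDORA-seq and 1644 by traditional RNA-seq. Those counts also leave out the other nuclear tRNAs and do not contradict the paper's statement.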

Other observations

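The test of the base before mt-Th was fixed before its value was seen, and the other tests in this part were chosen after the result was seen.

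Of 11755209 reads over all libraries that cover the first bases of mt-Th, 11694890 (99.5%) carry GG before the gene. The gene follows mt-Nd4, which ends at position 11544 of the mitochondrial genome, and the genome's base 2 before mt-Th is T. Reads of a longer precursor would carry that base, and 0.0757% of the reads with 2 bases before the gene did, which argues against a leader of the precursor transcript. Bases added to any read in library preparation would also appear on other tRNAs, but of 719719 such reads on 28 other tRNAs, 3036 (0.422%) had 1 or 2 bases before the gene, which argues against this too. The genome's base directly before mt-Th was not compared, so whether 1 of the 2 G is encoded there stays open. What adds a base that is not encoded was not tested. Reads that carry the GG were 3.46-fold higher in DCHP than in control by PANDORA-seq (exact permutation test, p = 0.0556) and 1.45-fold higher by traditional RNA-seq (exact p = 0.175).

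Of the PANDORA-seq reads on annotated miRNA hairpins, 95.5% fell on hairpins with mostly other lengths than 20 to 24 nt, against 5.31% of the traditional reads. The hairpin with the most such reads was Mir6240, of whose reads over all libraries 16.6% were 20 to 24 nt long. Whether these are fragments of other RNAs that match a few hairpins stays open, since no test here decides it, and no biological explanation was tested.

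Other splits of the libraries were drawn to see how often they give as many called sequences. For the 2 calls among all sequences in PANDORA-seq, 5 of 100 splits, the real one included, gave as many, so other groupings of the libraries do as well at this rate. For the 0 tsRNA calls and the 0 rsRNA calls in PANDORA-seq (150 and 315 at an unadjusted p below 0.05), for the 0 calls among all sequences, tsRNAs and rsRNAs in traditional RNA-seq (722, 16 and 77), and for the 0 calls of the interaction of method and exposure (334), 100 of 100 gave as many, as a count of 0 must. Under the miRNA total of hairpins with mostly 20 to 24 nt reads, 65 sequences were called in PANDORA-seq, with 34 tsRNAs and 7 rsRNAs, and 16, 12 and 29 of 100 splits gave as many.

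Under that miRNA total, 22 of the 65 were lower in DCHP. Control replicates 1 and 4 of PANDORA-seq share 7 sequences that are more than 10-fold above the other 7 libraries, while each of the other 35 pairs of PANDORA-seq libraries shares 0. A difference of these 2 control libraries from the others, technical or biological, is thus a candidate explanation for sequences that appear lower after DCHP.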
